# Integrated Transcriptomic and Metabolomic Analysis Reveals Possible Molecular Mechanisms of Leaf Growth and Development in *Disanthus cercidifolius* var. *longipes*

**DOI:** 10.3390/metabo14120654

**Published:** 2024-11-25

**Authors:** Xiaoming Tian, Guangfeng Xiang, Cun Mou, Lu Zhu, Jing Song, Gaofei Li, Hao Lv

**Keywords:** *Disanthus cercidifolius* var. *longipes*, photosynthesis, flavonoid synthesis, anthocyanin synthesis

## Abstract

**Background:** *Disanthus cercidifolius* var. *longipes* is an ancient relic plant unique to China. However, the typical shade-loving plant is largely exposed to the sun, which poses a major challenge to its conservation. **Methods:** This study explored dynamic changes in primary and secondary metabolites in *D. cercidifolius* leaves at different stages of development, combining metabolomics and transcriptome analysis to discuss the differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs). **Results:** The DAMs and DEGs were enriched in pathways related to photosynthesis, carbon (C) metabolism, anthocyanin synthesis, plant hormone signal transduction, and flavonoid synthesis. At the initial stage of leaf development, many primary metabolites were synthesized in the leaves. Before leaf maturity, many primary metabolites were converted into secondary metabolites. Combined transcriptome and metabolome analysis showed that the metabolites and genes related to anthocyanin synthesis and flavonoid metabolism were upregulated. In contrast, the genes related to C metabolism and C fixation were downregulated. After leaf maturity, photosynthetic capacity increased, total flavonoid content peaked (implying the strongest photoprotection capacity), and the transformation of anthocyanins and flavonoids was weakened. **Conclusions:** Light intensity indirectly affects the accumulation of the primary and secondary metabolism of *D. cercidifolius*. With the enhancement of photoprotection, the photosynthetic energy capacity decreases. It is, therefore, inferable that *D. cercidifolius* has shading properties and achieves a stable nutrient supply during growth and development through these strategies. Thus, *D. cercidifolius* protection requires a shaded environment.

## 1. Introduction

*Disanthus cercidifolius maxim* var. *longipes* H.T. Chang is a deciduous shrub in the family Hamamelidaceae, an ancient relic plant endemic to China [1]. Hamamelidaceae is one of the ancient plant groups. As the most primitive single species genus in the family, the genus *Disanthus Maxim* is of great significance in the study of the reproductive strategies of ancient plants. *D. cercidifolius* is native to Japan, and *D. cercidifolius* var. *longipes* is distributed in China. In addition, *D. cercidifolius* var. *longipes* is considered the equivalent of *Disanthus ceriolius* [2]; therefore, *D. cercidifolius* var. *longipes* is of great significance in the biogeographic study of plant transmission in East Asia. Its distribution area is narrow, and the number of remnants is relatively low. It is only sporadically distributed in small parts of the Provinces of Hunan, Jiangxi, and Zhejiang, China [2]. It has been listed in the World Conservation Union Red List, and the protection level is endangered (EN) [3]. *D. cercidifolius* has an elegant posture, is heart-shaped, and is composed and richly colored leaves and deciduous and double flowers, with high ornamental and garden art value. Researchers have focused on its conservation and domestication to expand its population and enhance its economic value.

The current *D. cercidifolius* habitat does not offer optimal conditions for its growth and development, which has hampered the stable growth of its population [1]. Horton et al. [4] classified plants into three types according to light intensity requirements: sunny, shaded, and intermediate. *D. cercidifolius* is a typical shade-loving plant [5,6]. *D. cercidifolius* has been observed to dominate the shrub layer in both mixed coniferous broad-leaved and evergreen broad-leaved forests [7]; this may be due to the destruction of vegetation caused by increased human activities. According to Chen et al. [8], light availability is the major factor causing seedling death. Therefore, to better protect the species in the future, the physiological activities of the leaves of seedlings should be investigated.

Photosynthesis is the basic energy conversion process in plants. Light is the basic driving force and an important stress factor of photosynthesis. Different light intensities can affect the accumulation of plant metabolites, and secondary metabolites play a key role in the plant’s response to environmental changes [9]. When the environment around the plant changes, the plant’s metabolic pathways will also change, causing changes in the type and content of metabolic products. Plant leaves fix carbon (C) through photosynthesis and transport it to various organs through photosynthetic products to support various physiological activities [8]. Photosynthetic capacity varies across different stages of leaf development, and the physiological activities of leaves are also different, which implies that the gene expression and metabolite profiles of leaves at different stages are distinct [10,11,12,13]. Consequently, conservation practitioners may need to adopt different strategies at different stages of leaf development. However, there is a gap in our understanding of the leaf development processes in *D. cercidifolius*, which hampers the adoption of such conservation strategies.

Recently, numerous scholars have explored various aspects of *D. cercidifolius* biology, primarily focusing on seed characteristics, breeding technologies, population structure, and floristic composition, among other aspects [2,13,14,15]. A stable development sequence of the leaves is key to the normal growth, development, and successful reproduction of *D. cercidifolius*. To our knowledge, no systematic studies have explored this species’ metabolite profiling and molecular mechanisms of leaf development. Leaf age directly affects light interception and the C sequestration capacity of leaves, and such indicators are critical for the growth and development of plants [16]. In the present study, *D. cercidifolius* leaves at different developmental stages were selected to explore the dynamic changes in their primary and secondary metabolites. Differentially accumulated metabolites (DAMs) and differentially expressed genes (DEGs) during leaf growth and development were explored via metabolome and transcriptome analyses to reveal metabolite accumulation principles. The present study’s findings could provide insights that could facilitate the conservation of the endangered *D. cercidifolius*.

## 2. Materials and Methods

### 2.1. Plants

The experimental site was located at a nursery of the Hunan Botanical Garden (113° E, 28°20′ N), under a subtropical monsoon climate, with an average annual temperature of 17.2 °C and an average relative humidity of 80%. The soil is quaternary reticulated red soil with a pH of 5.6.

The experimental materials were 5-year-old stem cut-off seedlings of *D. cercidifolius* planted in the nursery. On 25 April 2023 (20 d after leaf spreading), 25 May 2023 (50 d after leaf spreading), and 25 June 2023 (80 d after leaf spreading), branches on the sunny side with good growth were selected on the morning when the weather was sunny, and there were no water drops on the leaf surfaces. Counting from the branch’s top, the 1st to 3rd leaves were collected. They were marked as follows: F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature). The leaves were collected from three trees at different developmental stages, and five branches in the same direction from each tree were selected to collect leaves. After the leaves were collected, they were snap-frozen in liquid nitrogen, and all collected samples were stored at −80 °C for subsequent analyses.

### 2.2. Leaf Age Determination

From June 2021 to December 2022, the growth and development characteristics of *D. cercidifolius* were observed. *D. cercidifolius* is a deciduous shrub. The leaf buds of the long petiole are single buds, including terminal buds and axillary buds. Leaf buds began to differentiate in July, grew rapidly from the end of October to the beginning of November, and then stopped growing and entered dormancy. In the middle of March of the next year, the leaf buds resumed growth, and the leaf buds (top buds) from the end of March to the beginning of April opened and expanded leaves. By the end of June, the leaf buds developed into branches, and all the leaves on the branches matured. New shoots sprouted from axillary buds on the branches from May to July and developed into new branches. In mid-September, the leaf color changed from green to a gradient consisting of green, purple, and orange. The leaf color was red or orange-red in late October, and defoliation occurred. In early November, all the leaves fell. Therefore, there would be leaves with different leaf ages on the same plant from May to October. The leaf buds of *D. cercidifolius* emerge from the end of March to the beginning of April. The leaves after 20 d of leaf bud opening and leaf expansion are recorded as young leaves (F1), the leaves after 50 d of leaf expansion are recorded as near-mature leaves (F2), and the leaves after 80 d of leaf expansion are recorded as mature leaves (F3) to ensure that the measured leaves are the corresponding leaf ages.

### 2.3. Detection of Leaf Chemical Composition

To explore differences in the composition of leaves at each stage, free amino acid, soluble protein, total soluble sugar, total flavonoid [17], total phenol [18], total alkaloid [19], and total triterpene [20] concentrations were determined. The specific methods are as follows:

(a) Free amino acids: After the samples were ground to a powder in liquid nitrogen, approximately 0.1 g was added to 1 mL of 10% acetic acid solution, fully homogenized, and extracted for 15 min in a boiling water bath. The sample was cooled and centrifuged at 8000× *g*, and the supernatant was diluted for testing. In total, 10 μL of the test solution, 120 μL of an acetic acid–sodium acetate buffer solution, 100 μL of a 3% ninhydrin solution, and 10 μL of a 0.3% ascorbic acid solution were added to a tube. After mixing, the tube was sealed and placed in a boiling water bath for 15 min. After cooling, the tube was centrifuged at 8000× *g* for 5 min. The supernatant was used to determine the absorbance (Spectra Max Single Mode Reader ABS Plus, Molecular Devices, Shanghai, China) at 570 nm.
(b) Soluble protein: Approximately 0.05 g of fresh sample was added to 1 mL of distilled water and then homogenized in an ice bath. The resulting sample was centrifuged, and the supernatant was used for testing. In total, 20 μL of the supernatant solution was added to 200 μL of Coomassie brilliant blue G-250 solution and mixed well, and the absorbance at 595 nm was determined.
(c) Total soluble sugar: Approximately 0.05 g of fresh sample was ground into a homogenate, heated and cooled in a water bath, and then brought to a volume of 1.25 mL. After centrifugation, the supernatant was diluted at room temperature (25 °C) to be tested. In total, 40 μL of the supernatant was added to 40 μL of distilled water, 20 μL of an anthrone–sulfuric acid solution, and 200 μL of concentrated sulfuric acid. After mixing well and cooling, 200 μL was used to measure the absorbance at 620 nm.
(d) Total flavonoids: Approximately 0.05 g of fresh sample was added to 1 mL of a 60% ethanol solution. After ultrasonic extraction and centrifugation, the supernatant (diluted) was used for testing. In total, 20 μL of the supernatant was added to 6 μL of 5% sodium nitrite, mixed, and allowed to rest. Next, 6 μL of a 10% Al(NO_3_)_3_ solution was added and mixed well, followed by 80 μL of a 4% NaOH solution and 88 μL of distilled water. Finally, the absorption value at 510 nm was determined.
(e) Total phenols: Approximately 0.1 g of fresh sample was added to 1 mL of 60% ethanol, fully homogenized, and ultrasonicated for 30 min. In total, 10 μL of the resulting supernatant was added to 50 μL of Folin’s reagent, and 50 μL of a 12% Na_2_CO_3_ solution and 90 μL of distilled water were added. The absorbance at 760 nm was determined.
(f) Total alkaloids: Approximately 0.02 g of dry sample was extracted with concentrated ammonia. Next, 1 mL of a chloroform–methanol mixed solution (chloroform/methanol = 4:1) was added. After ultrasonication, the resulting solution was centrifuged for 10 min. In total, 20 μL of the supernatant was dried at 80 °C. Next, 100 μL of a 0.2 mol/L potassium hydrogen phthalate buffer and 80 μL of bromocresol green solution were added. The mixture was shaken vigorously, after which 300 μL of chloroform was added, followed by more shaking. Finally, after 30 min, 200 μL of the lower chloroform layer was used to determine absorbance at 410 nm.
(g) Total triterpenes: Approximately 0.05 g of dry sample was placed into a 2 mL centrifuge tube. In total, 1 mL chloroform was added, ultrasonicated, and centrifuged. In total, 50 μL of the supernatant was steam dried at 60 °C. Next, 20 μL of a 5% vanillin-acetic acid solution was added to dissolve the precipitate, and then 50 μL of perchloric acid was added. The solution was mixed well, incubated in a 60 °C water bath for 15 min, and cooled in an ice bath. Next, 250 μL of glacial acetic acid was mixed and incubated for 15 min. Finally, 200 μL of the resulting supernatant was used to measure the absorbance at 548 nm.

### 2.4. Metabolite Analysis

The components in leaves at different developmental stages were quantified to explore changes in metabolite content during development and consider the difficulty of absolute quantification of rich metabolites. The samples were vacuum freeze-dried in a lyophilizer and then ground (30 Hz, 1.5 min) to a powder using a grinder (MM 400, Retsch). In total, 50 mg of the sample powder was added to 1200 μL of a pre-cooled (−20 °C) 70% methanolic aqueous internal standard extract (samples under 50 mg were added at the rate of 1200 μL extractant per 50 mg sample). Samples were vortexed six times every 30 min for 30 s. After centrifugation (12,000 rpm, 3 min), the supernatant was aspirated, filtered through a microporous membrane (0.22 μm pore size), and then stored in an injection vial for ultra-performance liquid chromatography/tandem mass spectrometry (UPLC-MS/MS).

The sample extracts were analyzed using a UPLC–electrospray ionization (ESI)-MS/MS system. The analytical conditions were as follows: UPLC: column, Agilent SB-C18 (1.8 µm, 2.1 mm × 100 mm); the mobile phase consisted of solvent A (pure water with 0.1% formic acid) and solvent B (acetonitrile with 0.1% formic acid). Sample measurements were performed with a gradient program that employed the starting conditions of 95% solvent A and 5% solvent B. Within 9 min, a linear gradient to 5% solvent A and 95% solvent B was achieved and held for 1 min. Subsequently, the composition was adjusted to 95% solvent A and 5.0% solvent B within 1.1 min and held for 2.9 min. The flow velocity was set at 0.35 mL/min. The column oven was set to 40 °C. The injection volume used was 4 μL. The effluent was alternatively connected to an ESI-triple quadrupole-linear ion trap (QTRAP)-MS. The ESI source operation parameters were source temperature, 550 °C; ion spray voltage, 5500 V (positive ion mode)/−4500 V (negative ion mode). Ion source gas I (GSI), gas II (GSII), and curtain gas (CUR) pressures were 50, 60, and 25 psi, respectively. The collision-activated dissociation (CAD) was high. Triple quadrupole (QQQ) scans were acquired as MRM experiments with collision gas (nitrogen) set to medium. Declustering potential (DP) and collision energy (CE) for individual MRM transitions were performed with further DP and CE optimization. A specific set of MRM transitions was monitored for each period according to the metabolites eluted within this period.

According to the method of Chen et al. [21], the metabolites were analyzed qualitatively and quantitatively based on the fragment mode, retention time, MZ, MWDB v2.0 database (metware Biotechnology Co., Ltd., Wuhan, China), and public database standards built by Wuhan metware Biotechnology Co., Ltd. After obtaining the metabolic spectrum of different samples, the peak area of the mass spectrum peak of the substance was integrated. At the same time, the mass spectrum peak of the same metabolite in different samples was integrated and corrected. The mass spectrum data were processed by the software analvst 1.6.3. The peak area of each chromatographic peak of the metabolite represents the relative content of the corresponding substance.

Qualitative and quantitative analyses of metabolites were performed according to the methods of Zhao et al. [22]. Qualitative analysis of primary and secondary metabolites was carried out by comparison of the accurate fragmentation patterns, retention times (RT), and accurate *m*/*z* values based on the self-compiles MWDB database (Metware Biotechnology Co., Ltd., Wuhan, China; https://www.metware.cn accessed on 16 September 2024) and other public metabolite databases, namely Mass Bank (http://www.massbank.jp/ accessed on 16 September 2024), KNAPSAcK (http://www.knapsackfamily.com/KNApSAcK/ accessed on 16 September 2024), HMDB (http://www.hmdb.ca/ accessed on 16 September 2024) and ChemBank (https://data.broadinstitute.org/chembank/ accessed on 16 September 2024), PubChem (https://pubchemblog.ncbi.nlm.nih.gov/ accessed on 16 September 2024), NIST chemistry Webbook (http://webbook.nist.gov/ accessed on 16 September 2024), and METLIN (https://metlin.scripps.edu/ accessed on 16 September 2024). Finally, the chromatographic peak area was used to determine the relative metabolite contents.

### 2.5. RNA-Seq and Identification of Differentially Expressed Genes

The RNA from the leaves collected at three different developmental stages was sequenced. Total RNA extraction and complementary DNA (cDNA) library construction were conducted using the MWDB database (MetWare). RNA degradation and contamination were monitored on 1% agarose gels. RNA purity was checked using a NanoPhotometer^®^ spectrophotometer (IMPLEN, Westlake Village, CA, USA). RNA concentration was measured using a Qubit^®^ RNA Assay Kit and a Qubit^®^2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was assessed using an RNA Nano 6000 Assay Kit and a Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Freeze-dried leaf samples were used for this analysis.

A total of 1 µg of RNA from each sample was used as input material. Sequencing libraries were generated using an NEBNext^®^ Ultra^TM^ RNALibrary Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations; index codes were added to attribute sequences for each sample. Finally, PCR products were purified using the Agencourt AMPure XP Kit (Beckman Coulter Trading (China) Co., Ltd., Shanghai, China), (AMPure XP system), and library quality was assessed using an Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed using a cBot Cluster Generation System with a TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform, and 150 bp paired-end reads were generated. The RNA-seq data have been deposited in the NCBI Sequence Read Archive (NCBIvSRA) under accession number PRJNA1051355.

### 2.6. Evaluation of Gene Expression Using Quantitative Reverse Transcription-PCR (qRT-PCR)

The relative expression of nine DEGs identified in transcriptome analysis was evaluated using qRT-PCR to validate the transcriptome data. Firstly, single-stranded cDNA was synthesized from total RNA. RNA extraction and cDNA synthesis were conducted using the Tiangen total RNA extraction kit (Tiangen, Beijing, China) and PrimeScript RTreagent Kit with gDNA Eraser (TaKaRa, Kyoto, Japan). Nine gene-specific primers were designed using Primer Premier v5.0 (Premier Biosoft, Palo Alto, CA, USA) (Table S1). qRT-PCR was performed using three biological replicates on the Bio Rad CFX96 real-time PCR detection system (Hercules, CA, USA). qRT-PCR tests were carried out with the TaKaRa SYBR Green Mix kit (TaKaRa, Beijing, China) using the ABI 7500Fast Real-Time Detection System. PCR amplification was performed in a 20 µL volume containing 10 µL, 2× SYBR Primix ExTaq, 0.8 µL upstream primer, 0.8 µL downstream primer, 0.4 µL Rox-Reference dye, 2 µL cDNA template, and 6 µL ddl H_2_O, under a standard PCR program of 95 °C for 30 s; 40 cycles at 95 °C for 5 s; 60 °C for 35 s, 95 °C for 15 s; and 60 °C for 1 min, followed by 95 °C for 15 s. Quantitative expression analysis was conducted using the housekeeping gene Cluster-466325.5 of *D. cercidifolius* as a reference gene

### 2.7. Statistical Analysis

Statistical analyses of leaf chemical composition were conducted using IBM SPSS 22.0 software statistics (IBM Corp., Armonk, NY, USA). Data were analyzed using one-way Analysis of Variance (ANOVA) and Pearson’s correlation tests at a 5% significance level [22]. Based on the Metware cloud platform, principal component analysis (PCA), hierarchical cluster analysis (HCA), and partial least squares discriminant analysis (PLS-DA) were performed to screen differential metabolites. The metabolites with VIP > 1, *p*-value/FDR ≤ 0.05, and |log2FC| > 1 were considered differentially accumulated metabolites (DAMs). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was conducted to annotate metabolites using the KEGG Orthology software (http://kobas.cbi.pku.edu.cn/ (accessed on 17 November 2022)). Genes exhibiting differences in expression were analyzed using the DESeq2 (v1.16.1) software. Genes with a fold change ≥ 2 and false discovery rate < 0.05 were identified as DEGs. Furthermore, DEGs were described in detail based on KEGG pathways.

The differences in metabolites and gene expression at different developmental stages were tested using one-way paired ANOVA in PASW Statistics 18 (SPSS Inc., Chicago, IL, USA); *p* < 0.05 indicated significance.

## 3. Results

### 3.1. Differences in the Chemical Composition of Leaves During Different Developmental Stages

We compared the chemical compositions of different developmental stages in the leaves of *D. cercidifolius* to understand the dynamic changes in primary and secondary metabolites during leaf development (Figure 1, Table 1). According to Table 1, as the leaves mature gradually, the contents of free amino acids, soluble protein, and soluble sugar decrease gradually, and the differences between different stages are significant (*p* < 0.05). The total flavonoid contents first decreased, then increased, and were the highest in F3. The trends of total phenolic content were consistent with those of total flavonoid contents; however, there was no significant difference in total phenolic content between F1 and F3. The total alkaloid contents first increased and then decreased during development, with F3 having the lowest contents. The total triterpenoid content trends were consistent with the total alkaloid content trends; however, there were no significant differences between F1 and F3.

### 3.2. Differential Metabolite Analysis During Leaf Development

The data obtained from UPLC/ESI-QTRAP-MS/MS were analyzed to detect metabolite changes during different leaf developmental stages. The principal component analysis and correlation analysis results showed obvious separation among the leaves of the three stages (Figure 2a). Biological replicates were consistent and highly correlated. This result ensured that the follow-up analysis was reliable (Figure S1). In total, 1254 metabolites were detected in the leaves. The Venn diagram showed that approximately 62.51% of metabolites exhibited significant differences during leaf development in *D. cercidifolius* (784 DAMs) (Figure 2b). Among the three comparison groups, there were 110 common differential metabolites, indicating significant differences in metabolites during different stages of leaf development in the long-stalked flowering plant, which is consistent with the results of PCA. It is worth noting that flavonoids, amino acids and derivatives, phenolic acids, and lipids account for a large proportion of 71.82% of the 110 common differential metabolites (Table S2). A total of 364 DAMs were detected between F1 and F2, including 132 upregulated DAMs and 232 downregulated DAMs; 715 DAMs were detected between F1 and F3, out of which 279 were upregulated, and 346 were downregulated; and 459 DAMs were detected between F2 and F3, including 249 upregulated DAMs and 210 downregulated DAMs (Figure 2c).

To better understand the differences in metabolites in different developmental stages of the leaves of *D. cercidifolius*, the paired comparison group PLS-DA model was established to screen the different metabolites (Figure S2). The results showed that the Q2 values of each comparison group were greater than 0.5, indicating that the model has certain reliability and good predictive reliability, which can be used to analyze differential metabolites.

### 3.3. Screening of DAMs and KEGG Annotation

The differential metabolites were annotated across the three stages of development to understand the function of DAMs. KEGG enrichment analysis showed that differential metabolites were concentrated in anthocyanin synthesis, C metabolism, and flavonoid biosynthesis (Figure 3). Metabolites in the anthocyanin synthesis pathway were downregulated in F1, upregulated in F2, and finally became similar to F1 in F3; there was no significant difference in the comparison between F1 and F3. Metabolites related to the C metabolic pathway and amino acid biosynthesis were significantly downregulated in F2; there was no significant difference between F1 and F2. The amino acid-related synthesis pathway was downregulated in F2. In F3, amino acid metabolism pathways were significantly downregulated, excluding the tryptophan metabolism pathway. Conversely, the flavonoid metabolism pathway was downregulated in F1 leaves and upregulated slightly in F2; there was no significant difference between F1 and F3 in flavonoid metabolism.

Based on fold changes ≥ 2 or ≤0.5 and *p*-value/FDR ≤ 0.05, a total of 42 common differential metabolites with significant changes were identified (Table S2), mainly belonging to flavonoids (14, 33.3%), phenolic acids (5, 11.9%), others (3, 7.1%), amino acids and derivatives (14, 33.3%), lignans and coumarins (2, 4.8%), alkaloids (1, 2.4%), terpenoids (2, 4.8%), and quinones (1, 2.4%). Thirty-five metabolites were significantly higher in F2 and F3 than in F1, with only four compounds, N-acetylvanillanine, Trp-Glu-Gln, Trp-Phe-Asp, and 3-methoxybenzoic acid, significantly lower than in F1. Additionally, N-acetylvanillanine, Quercetin-3-O-(6″-Acetyl) Glucoside, 5-Geranyloxy-1,3-dihydroxyxanthone, and Buddenol D were significantly higher in F2 than in F1 and F3(Figure 4).

### 3.4. Overview of Transcriptome Sequencing

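Transcript levels of leaves were measured by RNA-seq, the sequencing of cDNA made from mRNA, at the stages F1, F2 and F3 with 3 libraries each. The paper places the stages at 20, 50 and 80 days after leaf spreading, on the 25th of April, May and June, while the sample labels give 20, 23 and 26 July. The paper says that leaves came from 3 trees, with 5 branches of each tree, but not which tree gave which library, so p-values here measure the spread between these libraries. Genes such as chalcone synthase are named by the match of a transcript cluster to a protein of another species: 14669 clusters carry a Swiss-Prot match and 14768 a KEGG match. The authors' table holds 24385 clusters, those that the authors called in at least 1 comparison, with counts and FPKM (fragments per kilobase of transcript, scaled to library size) per library. Clusters that the authors did not call are not analysed here. Of the clusters in the table, 13560 share the number before the point with another cluster. Whether clusters of one number are alike in sequence or share reads was not tested, so their single values are uncertain.
Counts over the table were 10353544 to 12253518 at F1 (median 12189667), 9581197 to 14284676 at F2 (12763308) and 8657054 to 10311846 at F3 (10047249). Counts and FPKM together imply that the table holds 52.9% ± 0.2 of the fragments at F1, 53.2% ± 0.1 at F2 and 44.0% ± 0.3 at F3 (SD, n = 3). Libraries of one stage differed by more than the noise of counting (chi-square per degree of freedom 5.94 to 13.3 between 2 libraries), so none was merged as a repeat of another. Separate preparation of one RNA pool would also exceed that noise. Stages were compared with edgeR's quasi-likelihood test on all libraries, scaled by TMM over the table, and every fold change is the later stage over the earlier one. A gene is called at an adjusted p under 0.05 and a fold change of 2 or more, the thresholds that the paper gives. The median log2 fold change of all clusters was 0.17 from F1 to F2, 0.00 from F1 to F3 and -0.36 from F2 to F3, and fold changes are to be read beside it. Scaling by RLE moves all fold changes by -0.17 from F1 to F2 and by 0.18 from F2 to F3, and library sizes implied by FPKM move them by 0.12 from F1 to F3 and by 0.16 from F2 to F3. Gene lists, their test (limma's camera, which compares a list with the other clusters of the table at a preset correlation of 0.01) and the alternatives were chosen before the data were examined, apart from the library sizes implied by FPKM and the summing of clusters that share a number. Clock genes that peak in the evening (TOC1, APRR5 and GIGANTEA matches) were also chosen after the data were seen. Their 21 clusters carry 5 numbers and were kept without a minimum FPKM. At both F1 and F2, 13 of them are under 1 FPKM. Camera's adjusted p is also given with an estimated correlation where that ends a call. Counts of called list members are the same with p-values adjusted over the list alone unless that count is given. Where a gene is at 0 counts in all libraries of a stage, its fold is a lower bound against a floor of 3 counts per library.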

To further verify the results from the metabolome, transcriptomic measurements were conducted on leaves at three developmental stages. The principal component analysis results showed that leaves from the three stages were separated from each other (Figure 5a). 

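Leaves of the 3 stages lay apart in a principal component analysis of log2(FPKM + 1) over all clusters. Component 1 held 68.5% of the variance and ordered the stages F1 (mean -107.3, SD 0.8, n = 3), F2 (-37.8, SD 0.8) and F3 (145.1, SD 1.7). Component 2 held 24.8% and set F2 (87.7, SD 1.5) apart from F1 (-63.5, SD 5.3) and F3 (-24.1, SD 1.1). The distance between libraries was 160.2 to 174 from F1 to F2, 213 to 217 from F2 to F3 and 252 to 258 from F1 to F3, against at most 10.5 within a stage. The smallest distance between stages was thus 15.3 times the largest within one, and 48.1 times without F1 replicate 2. With FPKM not logged this ratio was 2.61. The clusters were selected by the authors for a difference between stages, so separation in this table is not independent evidence of it.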

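The 3 comparisons called 9955 clusters from F1 to F2, 16990 from F1 to F3 and 15923 from F2 to F3, with 3373 common to all 3 (edgeR's quasi-likelihood test). Among the common ones, a match of SAG39 (Cluster-49981.1), a cysteine protease that degrades proteins in ageing leaves, rose at each step: 8.09 ± 2.07, 53.3 ± 1.54 and 131 ± 9.29 FPKM at F1, F2 and F3 (SD, n = 3). Its log2 fold change was 2.95 ± 0.09 from F1 to F2 (standard error; adjusted p = 4.36e-08) and 1.18 ± 0.08 from F2 to F3 (adjusted p = 1.67e-06). Laccase-15 (Cluster-35235.0), an enzyme that polymerises lignin or flavanols in cell walls, fell at each step, with 124 ± 5.39, 17.2 ± 1.55 and 5.87 ± 0.901 FPKM and log2 fold changes of -2.88 ± 0.11 (adjusted p = 1.46e-07) and -1.66 ± 0.11 (adjusted p = 1.79e-06). Of the calls, 8855, 15876 and 14633 are also called by the authors in the same comparison, and 0 in the opposite direction. The comparisons share libraries, which alone can make their lists overlap, and this effect was not separated here. If independent, 3 lists of these sizes would share 4531 clusters. Every cluster of the table was already called by the authors at least once, so independence is no fair standard for it. In 10 simulations of unchanged groups there was at most 1 call in any comparison. Their overlap of at most 0 was therefore fixed in advance and decides nothing. limma on log2(FPKM + 1) called 5928, 11582 and 10201 clusters, with 1385 in common.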

Based on a Venn diagram, there were 9947 differential genes between F1 and F2, 16,944 differential genes between F1 and F3, and 15,678 differential genes between F2 and F3; among them, 2138 differential genes were common among the three stages (Figure 5b). 

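From F1 to F2, 5361 clusters rose and 4594 fell (edgeR's quasi-likelihood test). A match of PsbW (Cluster-46195.3), a small subunit of photosystem II, was at 0 counts at F1 and at 1833 ± 19.9 FPKM at F2 (SD, n = 3), at least 9888-fold higher (adjusted p = 6.13e-09). A type 3 metallothionein-like protein (Cluster-54034.5), which binds metal ions, went from 0 counts to 2455 ± 38.2 FPKM, at least 1448-fold higher (adjusted p = 9.36e-08). Albumin-2 (Cluster-4629.0), a storage protein of seeds, went from 0 counts to 32.7 ± 2.25 FPKM, at least 549-fold higher (adjusted p = 2.2e-06). ABCF5 (Cluster-40419.4), an ABC protein without a membrane domain, was at least 6852-fold higher with 333 ± 14.2 FPKM at F2 (adjusted p = 3.31e-09). The kinase CIPK25 (Cluster-19820.0), which acts with calcium sensors, was at least 647-fold higher with 41.9 ± 3.66 FPKM (adjusted p = 5.44e-08). The transporter ABCC10 (Cluster-51636.8) was at least 549-fold higher with 15.3 ± 0.629 FPKM (adjusted p = 1.48e-07). A glycine-rich protein (Cluster-28233.0), of a family of cell wall proteins, fell from 301 ± 6.91 FPKM to 0 counts, at least 1057-fold lower (adjusted p = 7.62e-07). A wax ester synthase (WSD11, Cluster-50422.2), which joins fatty acids to alcohols, fell from 34.5 ± 1.80 FPKM to 0 counts, at least 504-fold lower (adjusted p = 2.55e-06). TMTT synthase (Cluster-38253.5), a P450 that makes a leaf volatile, fell from 331 ± 32.1 to 0.337 ± 0.307 FPKM (2 counts at F2, adjusted p = 3.69e-08). A match of a UPF0481 protein of unknown function (Cluster-41952.13) fell from 43.7 ± 1.41 to 0 counts, at least 527-fold lower (adjusted p = 2.74e-06). These are the 10 clusters with a named match that changed most, among those chosen to have no overlap between libraries of the stages. For 7 of these, the sum over clusters that share the number changed less. It was, for PsbW, 1069 FPKM at F1 and 2279 at F2, and for ABCF5 385 and 614. The sums were 66.7 and 71.1 for CIPK25, 46.8 and 74.5 for ABCC10 and 15.7 and 3036 for metallothionein. They were 393 and 539.8 for UPF0481 and 1114 and 36.2 for TMTT synthase. The balance of directions depends on the processing: RLE scaling gave 4330 up and 5316 down, and limma on log2(FPKM + 1) gave 2426 up and 3502 down.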

Among the differential genes between F1 and F2, there were 4596 downregulated genes and 5351 upregulated genes. Among the differential genes between the F2 and F3 leaves, there were 3638 downregulated genes and 8306 upregulated genes. 

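From F2 to F3, 7184 clusters rose and 8739 fell (edgeR's quasi-likelihood test). Of the 10 with a named match that changed most, chosen in the same way, 9 fell and 1, elongation factor 2 (Cluster-41098.2), which moves the ribosome along mRNA, rose from 0 counts to 100.9 ± 4.28 FPKM (SD, n = 3), at least 2253-fold higher (adjusted p = 4.52e-09). A chlorophyll a-b binding protein of the light-harvesting antenna (Cab21, Cluster-47164.5) went from 824 ± 43.7 FPKM to 0 counts, at least 7286-fold lower (adjusted p = 4.13e-09). The lipoxygenase LOX2-1 (Cluster-56010.4), which oxidises linolenic acid on the way to jasmonate, went from 218 ± 4.27 FPKM to 0 counts, at least 3682-fold lower (adjusted p = 7.57e-10). The 14-3-3 protein D (Cluster-56103.0), which binds phosphorylated proteins, was at least 1349-fold lower from 118 ± 3.91 FPKM (adjusted p = 5.43e-09). The chloroplast ferric reductase FRO7 (Cluster-54708.1) was at least 1379-fold lower from 25.0 ± 0.749 (adjusted p = 7e-09). The tetrapyrrole-binding protein (Cluster-42731.0), which activates chlorophyll synthesis, was at least 984-fold lower from 76.1 ± 8.49 FPKM (adjusted p = 1.28e-08). CHMP1B (Cluster-57162.0), which sorts membrane proteins for the vacuole, was at least 705-fold lower from 54.5 ± 0.543 (adjusted p = 1.84e-08). Lipid-transfer protein 2 (Cluster-50246.0) fell from 663 ± 17.2 to 0.0200 ± 0.0346 FPKM (1 count at F3, adjusted p = 3.13e-10). The UPF0481 matches Cluster-41952.8 and Cluster-41952.7 were at least 3752-fold lower and at least 1633-fold lower (adjusted p = 2.84e-09 and 2.1e-09). Summed over clusters that share the number, Cab21 went from 27956 FPKM at F2 to 7655 at F3, LOX2-1 from 536 to 299 and 14-3-3 protein D from 129 to 200.0. The sums went from 741 to 111 for FRO7, from 143 to 30.7 for the tetrapyrrole-binding protein and from 81.0 to 82.2 for CHMP1B. The clusters of UPF0481's number went from 539.8 to 122. RLE scaling gave 7898 up and 7672 down in this comparison, and limma on log2(FPKM + 1) gave 5529 up and 4672 down.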

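From F1 to F3, 8529 clusters rose and 8461 fell (edgeR's quasi-likelihood test). Of the 10 with a named match that changed most, again chosen for no overlap between libraries, PsbW (Cluster-46195.3) and ABCF5 (Cluster-40419.4) rose from 0 counts to 1488 ± 63.0 and 521 ± 5.94 FPKM (SD, n = 3), at least 7153-fold higher and at least 9560-fold higher (adjusted p = 4.84e-10 and 2.77e-10). A proline-rich protein of the cell wall (Cluster-47992.7) fell from 673 ± 49.8 FPKM to 0 counts, at least 4728-fold lower (adjusted p = 5.38e-08). TMTT synthase, which makes a volatile that leaves release after damage, was at 0 counts at F3 in 3 clusters. Cluster-51596.2 fell from 168 ± 13.4 FPKM, at least 3374-fold lower (adjusted p = 2.72e-06). Cluster-38253.7 fell from 232 ± 19.8 FPKM, at least 3124-fold lower, and Cluster-38253.5 was at least 4347-fold lower (adjusted p = 2.29e-07 and 4.7e-09). Cab21 (Cluster-47164.5), an antenna protein, fell from 785 ± 110.5 FPKM, at least 6704-fold lower (adjusted p = 2.81e-09). LOX2-1 (Cluster-56010.4), a lipoxygenase, fell from 114 ± 7.89 FPKM, at least 1866-fold lower (adjusted p = 6.05e-10). The 14-3-3 protein D (Cluster-56103.0), a binding partner of phosphorylated proteins, fell from 183 ± 12.2 FPKM, at least 2040-fold lower (adjusted p = 2.95e-09). The UPF0481 match Cluster-13740.2 fell from 106 ± 2.57 FPKM, at least 1868-fold lower (adjusted p = 2.66e-09). Summed over clusters that share the number, the proline-rich protein went from 1575 FPKM at F1 to 34.5 at F3, TMTT synthase from 169.9 to 2.28 (number of Cluster-51596.2) and from 1114 to 26.7 (number of the others) and UPF0481 from 164 to 7.79. Other sums changed far less than their single clusters: from 1069 to 1497 for PsbW, 385 to 535 for ABCF5, 185 to 200.0 for 14-3-3 protein D, 271 to 299 for LOX2-1 and 14874 to 7655 for Cab21.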

Among the differential genes between F1 and F3, there were 8485 downregulated genes and 7193 upregulated genes (Figure S3). K-means clustering was used to draw the expression maps of differential genes. 

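Clusters were grouped by the shape of their profile over F1, F2 and F3 (k-means on scaled log2(FPKM + 1) means, 6 groups, 25 starts). Light-harvesting antenna genes, which bind chlorophyll around the photosystems, fell mostly into the group that is high at F1 and F2 and low at F3 (23 of 42) and the group that peaks at F2 (17 of 42). Photosynthesis genes, which code for the photosystems and electron carriers, were in the same groups (23 and 21 of 63). Cutin and wax genes, which build the cuticle of the epidermis, lay mostly in the group that peaks at F1 (51 of 88), and 106 of 239 ribosomal proteins were in the group that is lowest at F2. Circadian rhythm genes were most frequent in the group that peaks at F3 (44 of 109), and flavonoid genes were spread, with 29 of 99 in the F1 peak, 22 in the F3 peak and 21 in the group low at F3.
The groups held 6974 clusters that peak at F3 (centre -0.67, -0.44 and 1.12 at F1, F2 and F3), 4511 that are low at F3 (0.60, 0.51 and -1.12), 4339 that peak at F1 (1.10, -0.38 and -0.71), 3818 that peak at F2 (-0.39, 1.09 and -0.70), 2467 that are low at F1 (-1.10, 0.57 and 0.53) and 2276 that are low at F2 (0.22, -1.03 and 0.82). By the stage of the highest mean alone, 7399 clusters peaked at F1, 6981 at F2 and 10005 at F3. The groups with the highest centre at F2 held 6285 clusters, but 3502 without replicate 2 of each stage and 4012 without replicate 3. Group membership was not tested for significance.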

The results showed that 8231 genes in the first cluster exhibited overall upregulation, and 5297 genes in the second cluster exhibited overall downregulation (Figure 5c).

### 3.5. KEGG Pathway Analysis of DEGs

A KEGG pathway enrichment analysis was performed to understand the expression of DEGs. 

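Photosynthesis genes, which code for the photosystems and the electron transport chain, moved up from F1 to F2: of 63, 17 rose and 4 fell (18 and 4 with p-values adjusted over the list alone), with a median log2 fold change of 0.78 (adjusted p = 1.3e-06, limma's camera; 0.176 with an estimated correlation). From F1 to F3, 11 rose and 30 fell, with a median of -1.10 and a mean of -0.35 (adjusted p = 0.0881; 0.0301 without F1 replicate 2, 0.0452 without F1 replicate 3 and 0.0173 with clusters of one number summed). Among the most abundant of them, PsbR of photosystem II (Cluster-9532.195) had a log2 fold change of 0.61 ± 0.09 from F1 to F2 (standard error, n = 3 per stage; adjusted p = 0.000594, edgeR's quasi-likelihood test) and fell from F1 to F3 (-1.002 ± 0.093, adjusted p = 1.23e-05). PsaG of photosystem I (Cluster-43003.0) had 0.67 ± 0.04 (adjusted p = 1.23e-06) and then fell from F1 to F3 (-1.11 ± 0.04, adjusted p = 1.4e-08). Antenna protein genes, which code for the proteins that hold most chlorophyll, moved in the same directions. Of 42, 13 rose and 2 fell from F1 to F2 (median 0.87, adjusted p = 3.37e-11, limma's camera; 0.146 with an estimated correlation), and 0 rose and 29 fell from F1 to F3 (median -1.73, adjusted p = 8.8e-18; 0.0237). Carbon metabolism genes, which cover the Calvin cycle, glycolysis, photorespiration and the citrate cycle, went both ways from F1 to F3: of 344, 110 rose and 124 fell (111 and 124 with p-values adjusted over the list alone). The median was -0.38, the mean 0.08 and camera's direction down (adjusted p = 0.966), and library sizes implied by FPKM turn the split into 113 up and 102 down.
Marker genes of trichomes and epidermis also moved from F1 to F2, where 35 of 83 fell and 11 rose, and from F1 to F3 clock genes that peak in the evening rose in 20 of 21 clusters of 5 numbers and fell in 1. The table holds clusters that the authors called, so enrichment against all transcripts is not analysed here.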

Consistent with the metabolite data, differential genes were enriched in photosynthesis, energy metabolism, anthocyanin synthesis, and flavonoid synthesis pathways. Flavonoid synthesis showed a higher Q-value in F2 (Figure 6 and Figure S4), while photosynthesis-antenna protein and flavonoid synthesis showed a higher Q-value in F2 and F3 (Figure 5). 

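Flavonoid genes, which code for the enzymes from chalcone to flavonols, catechins and anthocyanidins, went both ways from F1 to F2. Of 99, 23 rose and 33 fell (24 and 34 with p-values adjusted over the list alone), with a median log2 fold change of -0.35, a mean of 0.25 and camera direction down (adjusted p = 0.00969, limma's camera; 0.235 with an estimated correlation). From F2 to F3, 27 rose and 44 fell (median -0.86, or -0.80 with genes at 0 counts at their bound; adjusted p = 0.00532, and 0.255 with an estimated correlation). A chalcone synthase (Cluster-33434.4), the entry enzyme of the pathway, fell from 592 ± 6.00 FPKM at F1 to 186 ± 4.80 at F2 (SD, n = 3; log2 fold change -1.62 ± 0.06, adjusted p = 1.3e-07, edgeR's quasi-likelihood test), and was at 149.9 ± 6.67 at F3. Another chalcone synthase match, Cluster-45237.0, went the other way under the fold threshold, from 537 ± 63.9 to 761 ± 12.1 (0.55 ± 0.07, adjusted p = 0.000142). So did the flavonoid 3',5'-hydroxylase match Cluster-21794.0, from 549.8 ± 96.4 to 866 ± 19.2 (0.70 ± 0.10, adjusted p = 0.000554). Antenna protein genes, which hold the chlorophyll that collects light, moved down from F2 to F3: of 42, 0 rose and 40 fell (median -2.76, adjusted p = 1.98e-46, limma's camera; 0.00501 with an estimated correlation). Cab37 of photosystem II (Cluster-33836.1) fell from 9951 ± 100.0 to 1737 ± 77.8 FPKM (-2.69 ± 0.06, adjusted p = 3.32e-09). Cab6 of photosystem I (Cluster-39499.0) fell from 5600.1 ± 144 to 1232 ± 30.9 (-2.35 ± 0.06, adjusted p = 5.93e-09).
The flavonoid result also missed the threshold with limma on log2(FPKM + 1), at 0.121 from F1 to F2 and 0.287 from F2 to F3. From F2 to F3, clock genes that peak in the evening rose in 18 of 21 clusters of 5 numbers and fell in 1. Of 83 trichome and epidermis markers, 44 fell and 13 rose.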

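Flavonoid genes, the enzymes of the branch from chalcone onward, moved down from F1 to F3: of 99, 31 rose and 51 fell, with a median log2 fold change of -1.12 (adjusted p = 5.25e-05, limma's camera; 0.179 with an estimated correlation and 0.098 by limma on log2(FPKM + 1)). Flavone and flavonol genes, which modify these flavonoid classes, fell together: of 8, 0 rose and 8 fell (median -3.42, adjusted p = 2.11e-10; 0.0225 with an estimated correlation). Among them, the acyltransferase matches Cluster-27043.2 and Cluster-53492.0, which attach acyl groups to flavonoid sugars, went from 56.9 ± 2.88 to 11.8 ± 0.627 FPKM and from 114 ± 2.03 to 37.9 ± 5.46 (SD, n = 3). Their log2 fold changes were -2.40 ± 0.07 and -1.71 ± 0.08 (adjusted p = 9.56e-09 and 1.35e-07, edgeR's quasi-likelihood test). Cluster-53492.3 of the same family fell from 55.1 ± 1.18 to 25.7 ± 1.57 (-1.22 ± 0.07, adjusted p = 6.59e-07). Anthocyanin genes, glycosyltransferases that finish the pigments, went both ways: of 13, 5 rose and 6 fell (median -1.29, mean -2.27), while camera's direction was up (adjusted p = 0.321). With clusters of one number summed they gave 5 and 4 (median 0.30, direction up, adjusted p = 0.0452). One UFGT match (Cluster-52166.0), which adds glucose to anthocyanidins, rose from 9.75 ± 0.960 to 230.1 ± 4.60 FPKM (4.43 ± 0.07, adjusted p = 2.78e-10).
Trichome and epidermis markers fell in the same comparison (56 of 83, against 15 that rose), and clock genes that peak in the evening rose in 20 of 21 clusters of 5 numbers and fell in 1.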

High Q-values mainly enriched the differential genes between F1 and F3 in pathways such as anthocyanin and flavonoid synthesis (Figure 5). To clarify the overall status of differential gene enrichment among the three stages, the differential genes in each stage were combined for enrichment analysis, including the photosynthesis-antenna protein, flavonoid synthesis, plant hormone signal transduction, and anthocyanin synthesis pathways. The other channels all had a higher Q-value.

### 3.6. Combined Transcriptomic and Metabolomic Analysis

A joint analysis was conducted to better understand the relationship between the transcriptome and metabolome results during leaf development (Figure 7). Combined with the phenomena related to leaf development, such as substance accumulation and color changes, the present study investigated the anthocyanin and flavonoid synthesis pathways through joint analysis. The two pathways were enriched significantly in all three groups; the results are highly consistent with transcriptome and metabolome analysis results during leaf development. 

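Enzymes were followed step by step through the pathway (edgeR's quasi-likelihood test; FPKM at F1, F2 and F3 with SD, n = 3). Phenylalanine ammonia-lyase (PAL, Cluster-28129.7), the first step from phenylalanine, had 34.4 ± 0.626, 15.6 ± 0.659 and 26.5 ± 1.31 FPKM and fell from F1 to F2 (log2 fold change -1.10 ± 0.06, adjusted p = 1.22e-06). Cinnamate 4-hydroxylase, the next step, changed in opposite directions in 2 clusters. Cluster-37089.0 fell, with 46.4 ± 2.73, 22.4 ± 2.44 and 2.04 ± 0.138 (-4.86 ± 0.11 from F1 to F3, adjusted p = 1.25e-09). Cluster-42964.0 rose, with 0.00667 ± 0.00577, 33.6 ± 9.16 and 74.6 ± 17.4 (1 count at F1; adjusted p = 1.62e-08). 4-coumarate:CoA ligase (4CL, Cluster-39972.0), which activates coumarate, fell from F1 to F3, with 84.7 ± 9.49, 63.0 ± 0.958 and 38.0 ± 1.27 (-1.27 ± 0.07, adjusted p = 5.22e-07). Flavonoid 3',5'-hydroxylase (Cluster-21794.0), which leads to the delphinidin type of pigment, had 549.8 ± 96.4, 866 ± 19.2 and 6.39 ± 0.675 and fell from F2 to F3 (-7.26 ± 0.14, adjusted p = 1.17e-09). Dihydroflavonol 4-reductase (DFR, Cluster-40089.0), the first step toward anthocyanidins, had 82.1 ± 5.57, 77.0 ± 1.60 and 16.0 ± 0.361 (-2.43 ± 0.08, adjusted p = 2.01e-08). Anthocyanidin synthase (ANS, Cluster-35451.0), which makes the coloured anthocyanidin, had 1473 ± 104, 778 ± 21.9 and 13.5 ± 2.22. Its log2 fold change was -0.88 ± 0.10 from F1 to F2, under the fold threshold (adjusted p = 0.000145), and -6.02 ± 0.13 from F2 to F3 (adjusted p = 2.13e-09). Anthocyanidin reductase (ANR, Cluster-52032.0), which diverts anthocyanidin to tannins, had 327 ± 10.7, 293 ± 7.44 and 15.5 ± 0.606 (-4.41 ± 0.07, adjusted p = 3.78e-10).
As lists, entry enzymes (PAL, C4H and 4CL, 20 clusters) went 7 up and 4 down from F1 to F2 (6 and 6 under RLE), 10 and 7 from F1 to F3 and 3 and 7 from F2 to F3. Their medians were 0.79, 0.97 and 0.51 and their means 1.55, 0.58 and -0.97, with adjusted p = 0.534 (up), 0.522 and 0.218 (both down, limma's camera). Early flavonoid enzymes (chalcone synthase to flavonol synthase, 33) went 7 and 7, 17 and 13, and 13 and 11. Their medians were 0.55, 1.55 and 0.01 and their means 0.92, 1.40 and 0.48, while camera's direction was down (adjusted p = 0.725, 0.223 and 0.337, and 0.0337 from F1 to F3 without F1 replicate 2). Late enzymes (DFR, ANS, UFGT, LAR and ANR, 17) went 3 and 3 (3 and 4 with p-values adjusted over the list alone, 3 and 6 under RLE), 8 and 7, and 6 and 7. Their medians were -0.30, 0.92 and -0.80, the last -0.17 at bounds, with a mean of -0.93 from F1 to F3. Camera's direction was down (adjusted p = 0.65, 0.8 and 0.808). With clusters of one number summed, an alternative chosen after the data were seen, entry enzymes gave 3 and 2, 3 and 6 and 2 and 7 (medians -0.32, -0.95 and -1.61; adjusted p = 0.716, 0.0182 and 0.0116, all down). Early enzymes then gave 4 and 4, 4 and 8 and 3 and 8 (medians 0.59, -0.83 and -0.81; adjusted p = 0.716 (up), 0.0441 and 0.00814 (both down)). Late enzymes gave 3 and 4, 6 and 6 and 4 and 6 (medians -0.35, 0.01 and -1.09; adjusted p = 0.978, 0.895 and 0.745). Summed FPKM at F1, F2 and F3, which was not tested and is led by single clusters, was 293 ± 12.3, 214 ± 18.5 and 216 ± 19.3 for entry, 3385 ± 176, 3268 ± 47.6 and 1225 ± 32.4 for early and 2070.0 ± 124, 1361 ± 33.9 and 609 ± 8.10 for late enzymes.

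**Figure D1:**
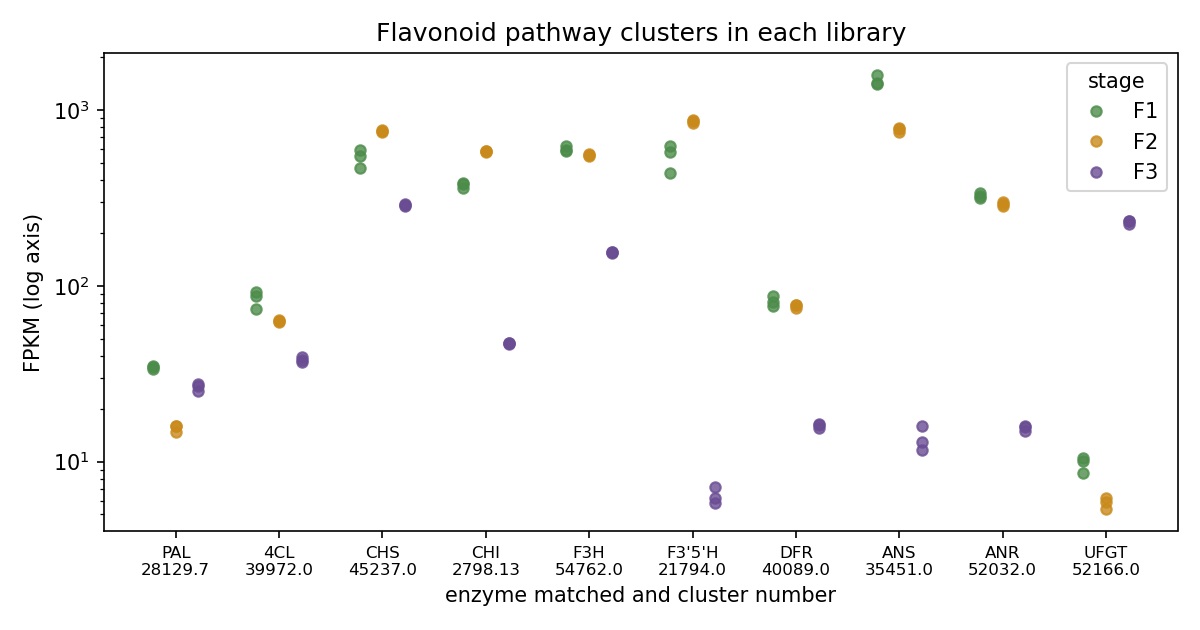
FPKM of 10 clusters matched to enzymes of the pathway, on a logarithmic axis, with a dot for each library coloured by stage. Anthocyanidin synthase lies at 1473 FPKM at F1 and 13.5 at F3, and UFGT (Cluster-52166.0) is the enzyme shown with its highest level at F3.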

The present study also focused on the biosynthesis pathway of carbon dioxide fixation in photosynthesis, as *D. cercidifolius* is a shade-loving plant. 

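Carbon fixation genes, which code for the Calvin cycle and the steps that feed it, went both ways from F1 to F2. Of 85, 18 rose and 13 fell, with a median log2 fold change of 0.39 (adjusted p = 0.562, limma's camera), and RLE scaling turns this into 12 up and 16 down. From F1 to F3, 19 rose and 34 fell (median -0.79, adjusted p = 0.223). The 50 of them that are Calvin cycle enzymes gave 13 up and 4 down from F1 to F2 (14 and 4 with p-values adjusted over the list alone, and 8 and 5 under RLE and under DESeq2). Their median was 0.72 (adjusted p = 0.0559; 0.0338 without F1 replicate 2 and 0.0438 without F1 replicate 3). They gave 11 and 18 from F1 to F3 (-0.64, adjusted p = 0.341) and 6 and 27 from F2 to F3 (-1.11, or -1.08 at bounds, adjusted p = 0.0104; 0.194 with an estimated correlation). The small subunit of Rubisco (Cluster-28604.0), the enzyme that binds carbon dioxide, was at 34626 ± 3448, 30843 ± 975 and 19104 ± 484 FPKM at F1, F2 and F3 (SD, n = 3). It passed the fold threshold in no comparison (-0.12 ± 0.09, -0.98 ± 0.09 and -0.86 ± 0.09, adjusted p = 0.248, 8.31e-06 and 2.42e-05, edgeR's quasi-likelihood test). Fructose-bisphosphate aldolase 2 (Cluster-26655.4), which joins the trioses, was at 5374 ± 456, 10119 ± 312 and 4219 ± 53.6 and fell from F2 to F3 (-1.43 ± 0.05, adjusted p = 1.95e-08). Glyceraldehyde-3-phosphate dehydrogenase B (Cluster-49032.2), which reduces the first product, was at 299.9 ± 13.3, 470.4 ± 6.30 and 175 ± 5.71 (-1.59 ± 0.04 from F2 to F3, adjusted p = 4.68e-09). Transketolase (Cluster-55388.5), which rebuilds the acceptor sugar, was at 247 ± 42.3, 331 ± 3.50 and 167 ± 3.56 (-1.15 ± 0.09, adjusted p = 4.95e-06).
Clock genes that peak in the evening rose in 18 of 21 clusters of 5 numbers from F2 to F3 and fell in 1. Of 83 trichome and epidermis markers, 44 fell and 13 rose there.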

Plant hormone signal transduction pathways are also significantly enriched.

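Hormone signalling genes, which code for receptors, regulators and response factors, fell more often than they rose: of 381, 51 rose and 99 fell from F1 to F2, 112 rose and 180 fell from F1 to F3 and 106 rose and 163 fell from F2 to F3 (107 and 164 with p-values adjusted over the list alone). The list as a whole passed the test in no comparison (medians -0.20, -0.98 and -0.82, the last -0.68 at bounds; adjusted p = 0.309, 0.178 and 0.339, limma's camera). Summing clusters of one number gave medians of -0.23, -0.72 and -0.44. Auxin signalling genes, the Aux/IAA repressors, response factors and early response proteins, moved down. Of 117, 30 rose and 66 fell from F1 to F3 (median -1.39, adjusted p = 0.00492; 0.236 with an estimated correlation) and 23 rose and 61 fell from F2 to F3 (median -1.34, -1.23 at bounds, adjusted p = 0.00254; 0.189). From F1 to F2 there were 14 up and 32 down (-0.34, adjusted p = 0.534). The auxin repressor IAA14 (Cluster-42586.0) was at 356 ± 19.8, 177 ± 5.87 and 27.8 ± 0.668 FPKM at F1, F2 and F3 (SD, n = 3; log2 fold change -3.80 ± 0.07 from F1 to F3, adjusted p = 5.73e-10, edgeR's quasi-likelihood test). The repressor IAA16 (Cluster-35610.10) was at 216 ± 17.8, 86.9 ± 4.93 and 26.8 ± 1.37 (-3.13 ± 0.10, adjusted p = 1.04e-08). The SAUR protein 10A5 (Cluster-35187.20), which promotes cell expansion, was at 215 ± 14.6, 98.6 ± 6.87 and 0.857 ± 0.315 (-8.05 ± 0.18, adjusted p = 1.25e-09). A second IAA16 match (Cluster-34224.0) was highest at F2, with 78.4 ± 2.23, 147 ± 0.779 and 64.8 ± 3.37 (-1.34 ± 0.07 from F2 to F3, adjusted p = 3.02e-07). Ethylene signalling genes moved up. Of 24, 16 rose and 3 fell from F1 to F3 (median 1.38, adjusted p = 0.00236; 0.122 with an estimated correlation) and 15 rose and 4 fell from F2 to F3 (1.20, adjusted p = 0.000461; 0.0639). They gave 3 up and 1 down from F1 to F2 (1 and 1 with p-values adjusted over the list alone; 0.32, adjusted p = 0.819). EIN3 (Cluster-34557.0), the master transcription factor of the response, was at 62.8 ± 5.05, 62.3 ± 2.54 and 195 ± 1.39 (1.48 ± 0.06 from F2 to F3, adjusted p = 5.45e-08). EBF1 (Cluster-40794.0), which marks EIN3 for degradation, was at 25.6 ± 1.10, 26.8 ± 0.883 and 173 ± 4.19 (2.53 ± 0.05, adjusted p = 1.46e-09). The receptor EIN4 (Cluster-50464.0) was at 12.8 ± 0.677, 10.5 ± 0.573 and 43.7 ± 0.883 (1.87 ± 0.06, adjusted p = 1.84e-08). The kinase ILK1 (Cluster-31656.89), placed by KEGG with the ethylene kinase CTR1, was at 22.5 ± 0.240, 15.1 ± 0.457 and 40.2 ± 1.61 (1.23 ± 0.06, adjusted p = 2.07e-07). The jasmonate repressor TIFY 6B (Cluster-44687.1) was at 143 ± 0.704, 241 ± 3.23 and 47.4 ± 2.98 (-2.52 ± 0.05, adjusted p = 1.17e-09).
Members of other groups also changed in the same comparisons. From F1 to F3, clock genes that peak in the evening rose in 20 of 21 clusters of 5 numbers and fell in 1. There 56 of 83 trichome and epidermis, 31 of 41 xylem and 63 of 123 cell division markers fell, while 15, 6 and 18 rose. Of all 24385 clusters, 8529 rose and 8461 fell. Cell division markers missed the test (adjusted p = 0.0577, limma's camera), and xylem markers missed it with an estimated correlation (0.184). From F2 to F3 the evening genes rose in 18 clusters and fell in 1. Of epidermis and xylem markers 44 and 27 fell and 13 and 5 rose, and xylem again missed the test with an estimated correlation (0.281). Cell division markers did not move as a list there (camera direction up, adjusted p = 0.921). Of these, 28 rose and 39 fell, beside 7184 up and 8739 down of all 24385 clusters. Summed FPKM, not tested, was 5391 ± 113, 4337 ± 19.7 and 3763 ± 22.5 for all hormone genes, 3016 ± 158, 2232 ± 11.4 and 1264 ± 21.9 for auxin and 149 ± 8.40, 141 ± 1.50 and 531 ± 4.40 for ethylene.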

### 3.7. Analysis of Gene Expression Through qRT-PCR

To validate the transcriptome data, nine DEGs related to flavonoid and anthocyanin biosynthesis were selected for expression analysis in F1, F2, and F3 using qRT-PCR (Figure 8). They are as follows: Anthocyanidin 5,3-O-glucosyltransferase (Cluster-21635.0), Chalcone–flavanone isomerase (Cluster-2798.13), cytochrome P450 (Cluster-33789.0), Chalcone synthase (Cluster-45237.0), Flavanone-3-hydroxylase (Cluster-54762.0), Cinnamyl alcohol dehydrogenase (Cluster-57025.7), UDP-glycosyltransferase (Cluster-36256.5), Flavone synthase (Cluster-26969.1), and Chalcone isomerase (Cluster-57191.4). 

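The RNA-seq values of the 9 genes chosen for qRT-PCR are given as FPKM at F1, F2 and F3 (SD, n = 3), with log2 fold changes from F1 to F2 and F2 to F3 (edgeR's quasi-likelihood test). Chalcone synthase (Cluster-45237.0), the entry enzyme of flavonoid synthesis, was at 537 ± 63.9, 761 ± 12.1 and 287 ± 3.20 (0.55 ± 0.07, adjusted p = 0.000142, and -1.57 ± 0.07, adjusted p = 8.1e-08). Chalcone isomerase, which closes the ring, was at 376 ± 12.4, 583 ± 5.63 and 47.01 ± 0.513 in Cluster-2798.13 (0.68 ± 0.04, adjusted p = 1.76e-06, and -3.79 ± 0.04, adjusted p = 1.88e-10). It was at 28.2 ± 1.84, 8.33 ± 2.27 and 3.72 ± 0.531 in Cluster-57191.4 (-1.72 ± 0.20, adjusted p = 0.000137, and -1.33 ± 0.21, adjusted p = 0.000474). Flavanone 3-hydroxylase (Cluster-54762.0), which opens the branch to flavonols and anthocyanidins, was at 602 ± 21.8, 557 ± 6.84 and 155 ± 1.76 (-0.07 ± 0.05, adjusted p = 0.309, and -2.01 ± 0.06, adjusted p = 7.57e-09). Flavone synthase II, a P450 of the flavone branch, was at 328 ± 8.40, 74.9 ± 0.410 and 25.3 ± 0.492 in Cluster-33789.0 (-2.08 ± 0.05, adjusted p = 1.96e-08, and -1.73 ± 0.05, adjusted p = 1.04e-08). It was at 400.0 ± 14.4, 90.8 ± 0.660 and 31.7 ± 1.68 in Cluster-26969.1 (-2.08 ± 0.07, adjusted p = 8.19e-08, and -1.67 ± 0.07, adjusted p = 7.74e-08). The glucosyltransferase of anthocyanidins (Cluster-21635.0) was at 20.8 ± 4.18, 14.0 ± 1.03 and 7.54 ± 0.729 (-0.53 ± 0.14, adjusted p = 0.0106, and -1.05 ± 0.14, adjusted p = 0.000155). The dihydrochalcone glycosyltransferase UGT88B1 (Cluster-36256.5) was at 69.2 ± 7.11, 29.0 ± 0.470 and 115 ± 5.68 (-1.21 ± 0.07, adjusted p = 1.38e-06, and 1.83 ± 0.07, adjusted p = 4e-08). Cinnamyl alcohol dehydrogenase (Cluster-57025.7), of the lignin branch, was at 177 ± 7.75, 73.2 ± 7.78 and 22.4 ± 2.00 (-1.22 ± 0.11, adjusted p = 2.94e-05, and -1.88 ± 0.12, adjusted p = 1.16e-06). Of the 9, 0 rose and 5 fell from F1 to F2, 0 rose and 8 fell from F1 to F3, and 1 rose and 8 fell from F2 to F3. The genes were chosen by the study from these libraries, so their calls are not independent evidence. Of the 18 bars of the paper's qRT-PCR figure, read by eye, 18 have the sign of the difference in mean FPKM from F1 and 18 lie within 1.5 times of it. Beyond the larger of the SD and the reading error lies 1 bar. The axis of that figure is named as a log2 fold change, yet its bars lie near differences of FPKM. For Cluster-54762.0 at F3 the bar is about -450 and the FPKM difference -447.05. The bars are therefore not taken here as an independent check of the RNA-seq values. The measurements behind the bars are not analysed here.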

The expression profiles of the candidate genes were consistent with the RNA-seq results, indicating that the RNA-seq data obtained through Illumina sequencing and qRT-PCR are consistent.

## 4. Discussion

The growth and development of leaves play important functions in the life history of plants. If their growth and development are disrupted, it typically affects their overall health [23]. Therefore, researchers have been investigating the leaf development processes of different plants. In such studies, using gene expression data to explain the mechanisms of metabolic activity is usually a major approach [24]. The process of change in *D. cercidifolius* leaves is also shown here. The results of transcriptomic and metabolomic studies during the development of *D. cercidifolius* leaves showed that the DAMs and DEGs were both enriched in pathways related to photosynthesis, C metabolism, anthocyanin synthesis, and flavonoid synthesis. The importance of the pathways in leaf development has been reported in many plants [25,26]. However, such information can only describe life activities within plants but cannot reveal the ecological adaptation significance of the activities; consequently, it is necessary to discuss such life activities in the context of environmental change.

Carbon metabolism is the most basic metabolic process in plants. Its metabolic intensity and dynamic changes affect the growth and development of plants. Light intensity is generally believed to positively affect plants’ accumulation of primary metabolites. A low-light environment during grain filling can increase amino acid content during rice formation [27]. Under the shading condition, the protein content accumulation in soybeans increased [28]. Leaf buds mature and unfold in *D. cercidifolius* in spring [3]. At this time, the natural distribution area’s temperature, light, and humidity (China) benefit leaf development, and the leaves’ free amino acid and soluble sugar contents are the highest. The high accumulation levels of these substances may be in preparation for subsequent critical life activities, such as leaf area expansion and color change. At the second stage of development (near-ripe leaves, F2), the distribution area of *D. cercidifolius* is in the stage of transition from spring to summer, and the shade-loving plant, *D. cercidifolius*, is about to enter summer, which is associated with high light intensity. The increase in light intensity is harmful to shade-loving plants.

Plants will adopt some protective strategies to avoid damage from excessive sunlight. The accumulation of flavonoids in the leaves of *D. cercidifolius* can enhance shade tolerance under light stress. Primary metabolites are precursors for forming secondary metabolites, providing them with synthetic substances and energy. At the same time, the accumulation of secondary metabolites is also closely related to the light intensity. The biosynthesis of flavonoids and phenols needs light or is regulated by light. The biosynthesis of flavonoids is completely dependent on light, and their biosynthesis rate is related to light intensity and density. The change in light intensity significantly impacts the production and accumulation of total flavonoids and phenols in plants [29]. *Zingiber officinale* Rosco accumulated more flavonoids in its leaves under 60% shading treatment, and tannins also accumulated in large amounts [30]. In *Camellia sinensis*, shading treatment can promote the accumulation of phenolic acids in tea [31]. Such substances enhance the antioxidant capacity of leaves and minimize photooxidation damage. However, accumulating such substances influences plant leaves’ C metabolism and fixation ability.

Light intensity significantly affects the photosynthesis of *D. cercidifolius* and then affects the primary metabolism, secondary metabolism accumulation, and yield formation of *D. cercidifolius* [32]. Photosynthesis in plant leaves depends on light and is closely related to antioxidant enzyme activity and endogenous hormone content in leaves. The interaction of light and hormones is important in regulating plant growth and development [33]. Gibberellin (GA), abscisic acid (ABA) [34], and indole-3-acetic acid (IAA) [35] are the main hormones involved in the regulation of axillary bud growth. Hormones are also involved in the regulation of photosynthesis in plants. The interaction of light and hormone signal transduction pathways plays an important role in regulating plant morphogenesis. The enrichment analysis of differential metabolites and genes in the three stages of leaf development in *D. cercidifolius* showed that the plant hormone signal transduction pathway was also significantly enriched. Plants are stimulated by light, producing bioactive small molecule compounds that regulate physiological response hormones, inducing gene transcription in a variety of ways, and synergistically affecting seed germination, growth, leaf and root development, chlorophyll synthesis, and decomposition of plants, which plays an important role in regulating plant growth and development. Some flavonoids can control the auxin content by controlling the activity of indoleacetic acid oxidase, ultimately affecting plants’ growth and development [36]. It could be inferred that the photosynthesis antenna protein pathway, flavonoid synthesis pathways, and plant hormone signal transduction pathway all play an important role in the leaf development process of *D. cercidifolius*.

Anthocyanin accumulation in apple leaves decreases C sequestration and photosynthetic capacity [37], as well as in *D. cercidifolius*. Compared with the early developmental stage (F1) and mature leaf stage (F3), anthocyanin accumulation was the highest, and photosynthetic capacity and C fixation capacity were the lowest in the metaphase stage (F2) because of the lowest expression levels of related genes at the metaphase stage. 

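The paper states that photosynthetic and C fixation capacity were lowest at F2, and gives the expression of the related genes at that stage as the reason. Added over their clusters, photosynthesis genes, the photosystems and electron carriers, had 29049 ± 1188, 39475 ± 167 and 16105 ± 439.5 FPKM at F1, F2 and F3 (SD, n = 3). Antenna protein genes, which collect light, had 38178 ± 1519, 72729.8 ± 1701 and 16196 ± 561. Carbon fixation genes had 41798 ± 2913, 43098 ± 642 and 24754 ± 547, of which the Rubisco small subunit is the largest part, and carbon metabolism genes had 50373 ± 2745, 55602 ± 578 and 32923 ± 519. Photosynthesis and antenna sums were higher in each F2 library than in any of the other 6, and lower in each F3 library. Carbon fixation sums of F1 (39214 to 44954) and F2 (42358 to 43508) overlap, and both exceed those of F3. The Rubisco small subunit (Cluster-28604.0) makes up most of each of these sums and had its highest mean at F1. The overlap thus mainly shows that cluster, and the other carbon fixation clusters were not summed apart. Flavonoid genes, the enzymes from chalcone onward, had 8013 ± 74.7, 5637 ± 57.0 and 2762 ± 7.90, and anthocyanin genes, which glycosylate the pigments, 258 ± 14.6, 317 ± 9.40 and 540.4 ± 18.1. Sums are led by their most abundant clusters and were not tested; the tests of each list are given with the pathway results.

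**Figure D2:**
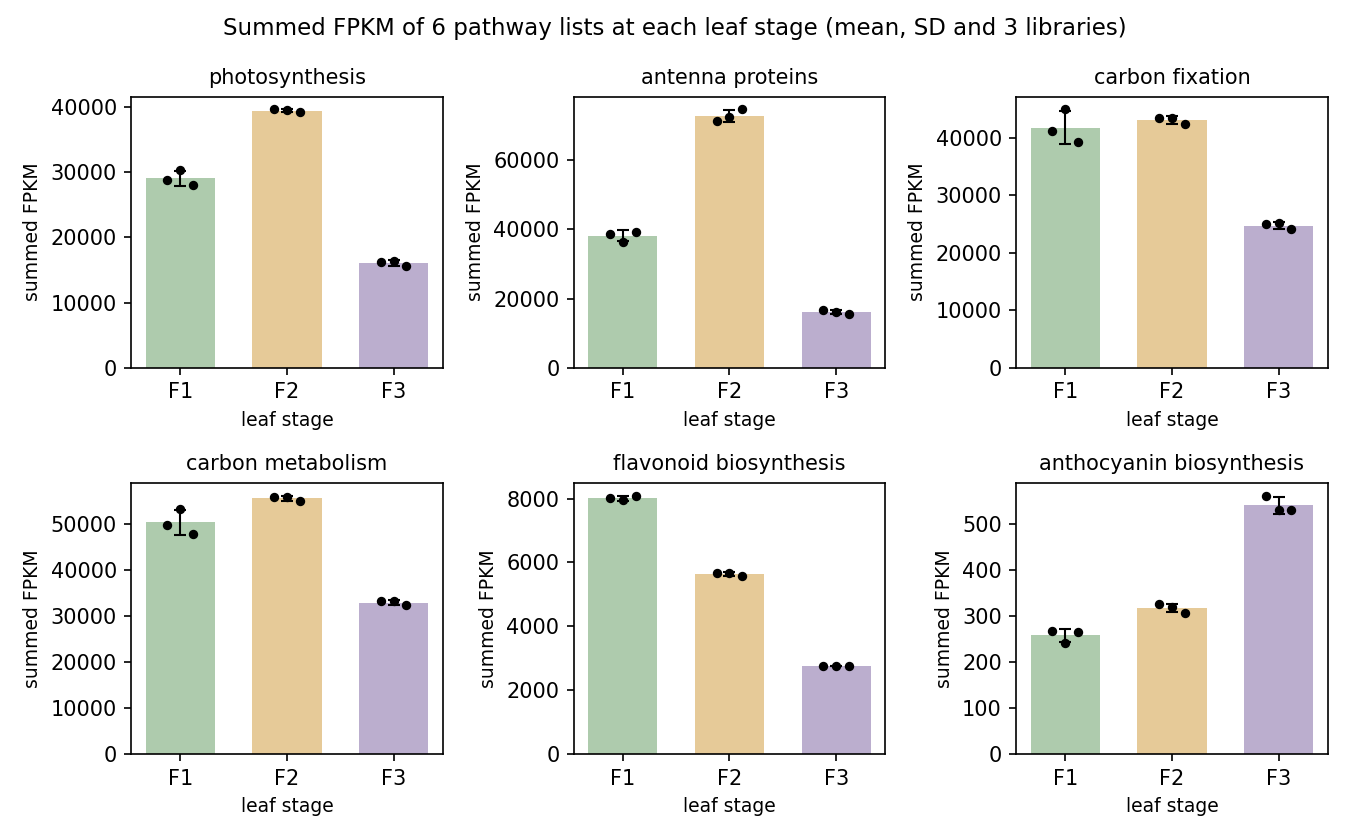
Summed FPKM of 6 gene lists at F1, F2 and F3: bars show the mean of 3 libraries, error bars the SD and dots the libraries. Antenna proteins have their highest sum at F2 (72729.8), and anthocyanin biosynthesis has its highest at F3 (540.4).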

An increase in the transformation of plant secondary metabolites would consume a lot of nutrients, and the decrease in photosynthetic capacity may make the potential energy input and energy output unbalanced, leading to impairment of subsequent life activities [38].

When the leaves matured (F3), the metabolites on the anthocyanin metabolic pathway in the leaves were downregulated compared to within the middle stage of development (F2), and C metabolism capacity was enhanced. The two changes may be interlinked. The stage falls in the summer, with high temperatures and strong light; however, the downregulation of gene expression in anthocyanin the biosynthesis pathway in the leaves of *D. cercidifolius* implies a decline in light protection capacity, which does not match with the environmental change. 

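Anthocyanin genes, the glycosyltransferases that finish the pigments, went both ways from F2 to F3: of 13, 4 rose and 7 fell (5 and 7 with p-values adjusted over the list alone). The median log2 fold change was -1.06 (-0.17 with genes at 0 counts at their bound) and the mean -0.52, while camera's direction was up (adjusted p = 0.0271, limma's camera; 0.16 with an estimated correlation, 0.0692 without F2 replicate 3 and 0.687 by limma on log2(FPKM + 1)). With clusters of one number summed they gave 4 and 4 (median 0.51, direction up, adjusted p = 0.00128). The largest rise was in UFGT (Cluster-52166.0), which adds glucose to anthocyanidins: from 5.81 ± 0.443 FPKM at F2 (SD, n = 3) with a log2 fold change of 5.12 ± 0.07 (adjusted p = 2.74e-10, edgeR's quasi-likelihood test). A second UFGT match (Cluster-39126.0) rose to 47.4 ± 1.35 FPKM at F3 (3.05 ± 0.09, adjusted p = 9.67e-09). The anthocyanidin 5,3-O-glucosyltransferase match Cluster-36256.1, which glycosylates at 2 positions, fell from 232 ± 9.74 to 103 ± 18.1 FPKM (-1.34 ± 0.18, adjusted p = 0.000191). The summed FPKM of the list, not tested, went from 317 ± 9.40 to 540.4 ± 18.1, a rise that lies mostly in Cluster-52166.0 (230.1 ± 4.60 at F3). Light or temperature was not varied within a stage.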

Admittedly, the total flavonoid contents in leaves were the highest in the mature stage, which implies that leaves have strong photoprotection potential. In addition, continuous anthocyanin synthesis and low photosynthesis make it challenging to maintain tree development.

In contrast, enhancing light and capacity can compensate for the lack of energy supply. Therefore, this change in mature leaves may be a manifestation of adaptability [39]; that is, the photoprotection ability is enhanced by flavonoid and anthocyanin accumulation in the early stage, and the development is maintained by enhanced light, and the photoprotection capacity in the later stage. Through physiological adaptability, *D. cercidifolius* can synthesize sufficient nutrients before flower bud differentiation in July for subsequent plant reproduction and survival.

Due to the increase in the intensity of human activities, including urbanization and land use, many plants are being exposed to sunlight, including *D. cercidifolius*. The increase in light intensity is likely to make it more expensive physiologically for *D. cercidifolius* to survive; this has a destructive effect on *D. cercidifolius*, which has sparse (small number) leaves, as the total leaf area is critical for energy fixation efficiency. To achieve light protection, the accumulation times of anthocyanins or flavonoids may be increased, and photosynthetic capacity enhancement may be delayed. Conversely, photoperiod regulates flowering mainly, although light intensity is also affected. Therefore, the time node of flower development of *D. cercidifolius* may not change. A delay in an increase in photosynthetic as anthesis remains the same leads to an imbalance in the synthesis and distribution of energy, thus undermining the robustness of the plant life cycle, which could explain why the fruit-set rate of the natural *D. cercidifolius* population is extremely low, the seeds are poorly developed, and germination rate is not high, which may also be a reason why *D. cercidifolius* is endangered. Therefore, shading measures are critical for the conservation of *D. cercidifolius*.

## 5. Conclusions

*D. cercidifolius* is a valuable tree species with ornamental and research value. In its natural state, it accumulates large amounts of primary metabolites in its newly developed leaves (F1). Near-mature leaves (F2) will increase metabolites’ contents and gene expression in the anthocyanin synthesis and flavonoid metabolism pathways and transform high amounts of primary metabolites into secondary metabolites to cope with strong light in summer. Moreover, photosynthetic capacity will decrease at this stage (the overall decrease in gene expression involved in C metabolism and C fixation pathways). 

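Anthocyanin genes, which add sugars to the pigments, went mostly down from F1 to F2. Of 13, 1 rose and 7 fell, with a median log2 fold change of -1.83, or -1.33 with genes at 0 counts at their bound. With clusters of one number summed they gave 1 and 4 (median -0.62). The list did not pass the test (adjusted p = 0.116, limma's camera; 0.0304 without F2 replicate 1 and 0.181 summed). Its summed FPKM, not tested, was 258 ± 14.6 at F1 and 317 ± 9.40 at F2. The gene that rose was F3GT2 (Cluster-32408.0), which adds sugar to flavonols, from 6.84 ± 1.23 FPKM at F1 to 42.0 ± 2.48 at F2 (SD, n = 3; 2.70 ± 0.10, adjusted p = 1.27e-07, edgeR's quasi-likelihood test). A UFGT match (Cluster-39126.0), which adds glucose to anthocyanidins, fell from 19.1 ± 1.41 to 5.07 ± 0.298 (-1.83 ± 0.09, adjusted p = 5.12e-07). The diglucosyltransferase match Cluster-36256.1 had 133 ± 4.40 at F1 and a log2 fold change of 0.95 ± 0.18, under the fold threshold (adjusted p = 0.00231). Of the 8 flavone and flavonol genes, which modify these flavonoid classes, 0 rose and 2 fell from F1 to F2 (median -0.46, adjusted p = 0.0559, limma's camera). From F2 to F3, 0 rose and 8 fell (median -2.88, adjusted p = 8.32e-09; 0.0431 with an estimated correlation). The summed FPKM of flavone and flavonol genes, led by flavonoid 3',5'-hydroxylase and not tested, was 864 ± 95.1, 1082 ± 23.0 and 87.1 ± 6.40 at F1, F2 and F3. In the comparison of F2 with F3, 44 of 83 trichome and epidermis and 27 of 41 xylem markers also fell, while 13 and 5 rose. Evening clock genes rose in 18 of 21 clusters and fell in 1. Metabolite contents are not analysed here.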

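Carbon metabolism genes, which cover carbon fixation, glycolysis, photorespiration and the citrate cycle, went both ways from F1 to F2. Of 344, 80 rose and 44 fell (57 and 50 under RLE, 62 and 51 with DESeq2), with a median log2 fold change of 0.37, or 0.32 with genes at 0 counts at their bound. Summing clusters of one number gave 43 and 25 (median 0.23). The list did not pass the test (adjusted p = 0.287, limma's camera). Glycine dehydrogenase (Cluster-42333.5), which releases carbon dioxide in photorespiration, rose from 572 ± 90.1 FPKM at F1 to 1151 ± 24.3 at F2 (SD, n = 3; 1.05 ± 0.09, adjusted p = 1.29e-05, edgeR's quasi-likelihood test), and was at 1079 ± 34.0 at F3. Catalase 1 (Cluster-44332.9), which removes the peroxide of photorespiration, rose from 535 ± 56.4 to 1586 ± 66.3 (1.61 ± 0.06, adjusted p = 1.11e-07). Fructose-bisphosphate aldolase 2 (Cluster-26655.4), a Calvin cycle enzyme, had a log2 fold change of 0.96 ± 0.05 (adjusted p = 6.04e-07), under the fold threshold. Equally under it were glyceraldehyde-3-phosphate dehydrogenase B (Cluster-49032.2), with 0.69 ± 0.04 (adjusted p = 1.78e-06), and transketolase (Cluster-55388.5), with 0.47 ± 0.09 (adjusted p = 0.00227). Transcript levels do not measure photosynthetic capacity.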

The photosynthetic capacity of leaves recovers after maturity (F3), and flavonoid contents were the highest. 

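Photosynthesis genes, the photosystem subunits and electron carriers, moved down from F2 to F3. Of 63, 7 rose and 42 fell, with a median log2 fold change of -1.49, or -1.48 with genes at 0 counts at their bound (adjusted p = 1.57e-08, limma's camera; 0.062 with an estimated correlation). PsbR of photosystem II (Cluster-9532.195) fell from 6143 ± 14.1 FPKM at F2 to 2251 ± 175 at F3 (SD, n = 3; -1.61 ± 0.09, adjusted p = 6.6e-07, edgeR's quasi-likelihood test). Of photosystem I, PsaL (Cluster-32838.2) fell from 4259.5 ± 93.9 to 1940.1 ± 37.4 (-1.30 ± 0.06, adjusted p = 1.69e-07). PsaO (Cluster-43177.0) fell from 3147 ± 59.4 to 1251 ± 10.1 (-1.50 ± 0.06, adjusted p = 5.32e-08), and PsaG (Cluster-43003.0) from 3583 ± 38.3 to 1168 ± 25.8 (-1.78 ± 0.04, adjusted p = 1.85e-09). The antenna proteins Cab21 (Cluster-47164.9) and Cab16 (Cluster-47164.0), which bind chlorophyll at photosystem II, also fell. Cab21 went from 13331 ± 816 to 4740.0 ± 287 (-1.66 ± 0.08, adjusted p = 1.5e-07), and Cab16 from 5819 ± 276 to 970.5 ± 41.3 (-2.75 ± 0.05, adjusted p = 1.08e-09). Of 85 carbon fixation genes, which supply the Calvin cycle, 13 rose and 42 fell (median -1.06, -1.04 at bounds, adjusted p = 0.059, limma's camera; 0.281 with an estimated correlation and 0.0267 with clusters of one number summed). Of 344 carbon metabolism genes, 89 rose and 134 fell (90 and 134 with p-values adjusted over the list alone; -0.78, adjusted p = 0.411). Clock genes that peak in the evening also rose in this comparison (18 of 21 clusters, of 5 numbers, with 1 lower). Of 83 trichome and epidermis markers, 44 fell and 13 rose.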

The observations suggest that the leaves have the strongest light protection and photosynthetic capacity after maturity. Like many plants, *D. cercidifolius* achieves light protection while regulating C fixation and C metabolism at different leaf development stages to achieve stable growth and development; this is an adaptive strategy for shade-loving plants. In addition, the photosynthesis antenna protein pathway, flavonoid synthesis pathways, and plant hormone signal transduction pathway work together to affect leaf development in transcriptome data. In the wake of habitat destruction activities of human activities, *D. cercidifolius* light stress is increasing; this may lead to enhanced transformation of secondary metabolites or delay the recovery of photosynthetic capacity, undermining energy fixation and distribution in plants. Therefore, to protect this valuable plant, it is necessary to erect shades or cultivate *D. cercidifolius* in shaded environments.

## Figures and Tables

**Figure 1:**
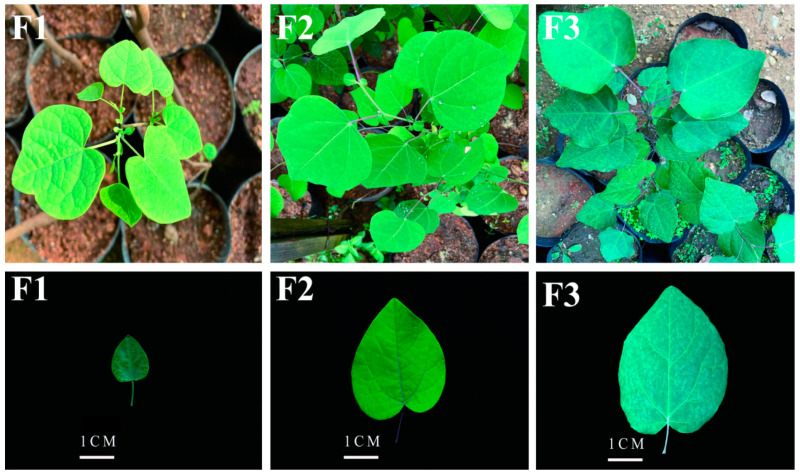
Differences in leaf morphology of *D. cercidifolius* var. longipes at different developmental stages. F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

**Figure 2:**
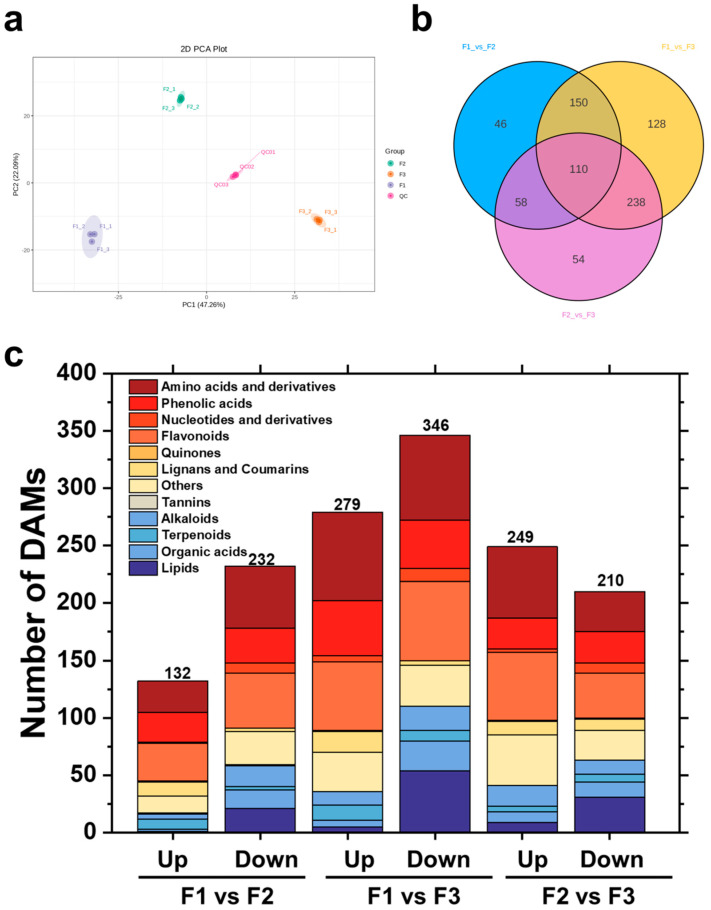
Analysis of leaf metabolites at different developmental stages. (**a**) Principal component analysis of leaves at three stages; (**b**) Venn diagram of differential metabolites in the three comparison groups; (**c**) up- and downregulation of a single comparison group of differential metabolites by type. F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

**Figure 3:**
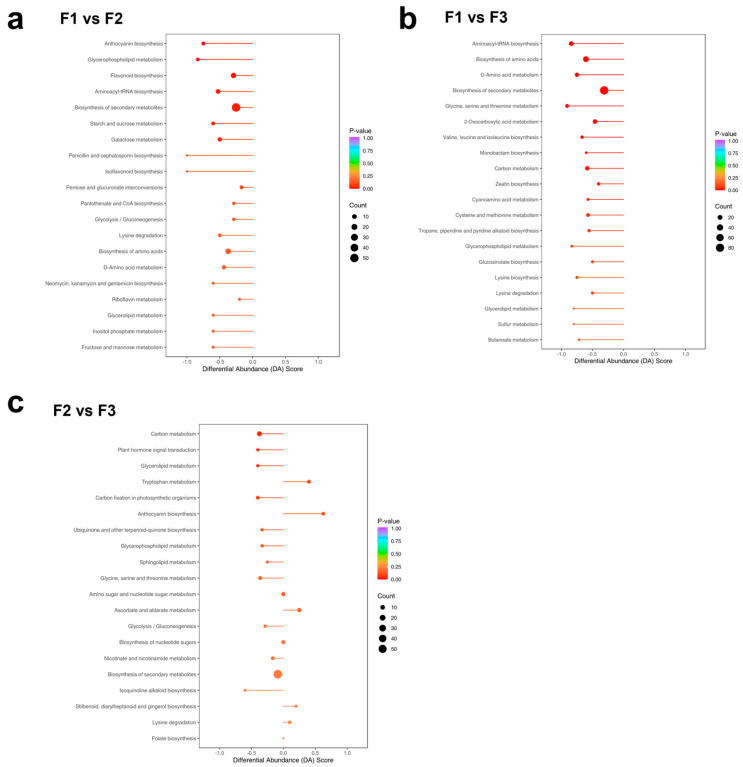
Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of leaf metabolites at three developmental stages. (**a**) F1 and F2 leaves; (**b**) F1 and F3 leaves; and (**c**) F2 and F3 leaves. F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

**Figure 4:**
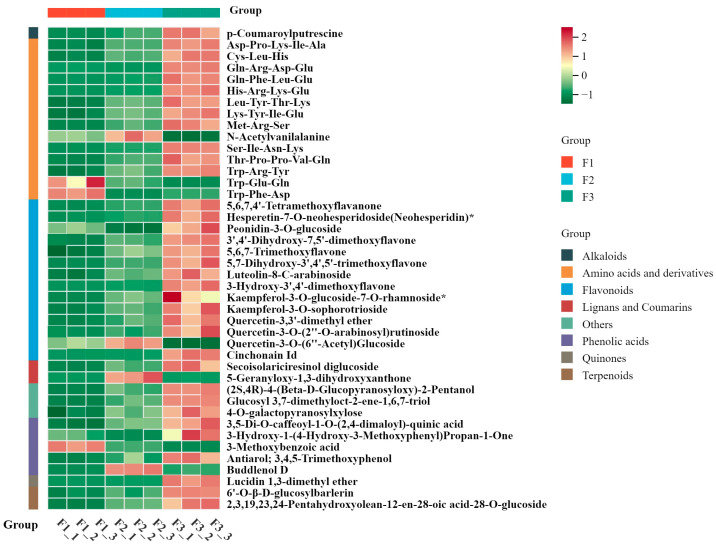
Heatmap of significant differences in common differential metabolites at three developmental stages. The green and red segments represent low and high abundance of metabolites, respectively. * represents that the substance has isomers.

**Figure 5:**
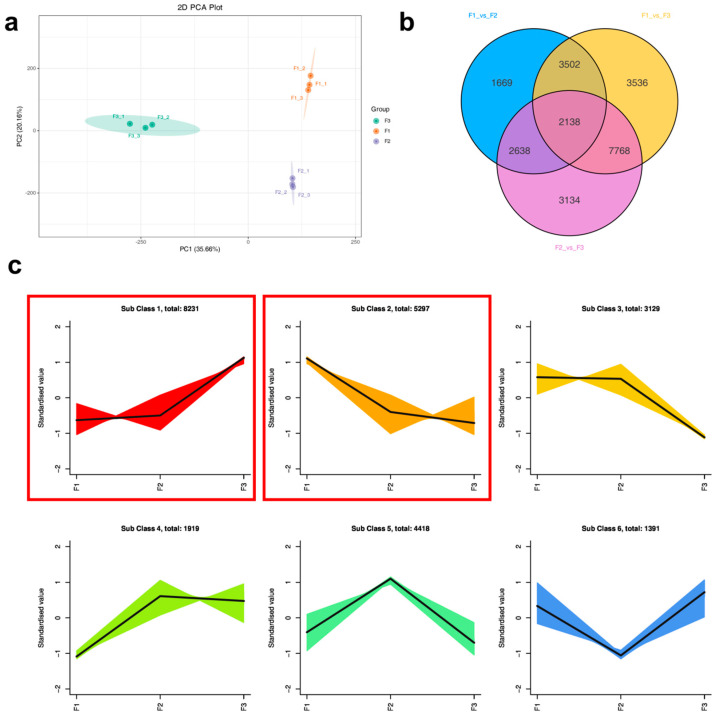
Transcriptome analysis of the three stages of leaf development. (**a**) Principal component analysis of leaves at the three stages; (**b**) Venn diagram of differential genes; (**c**) expression trends of differentially expressed genes. Each cluster represents a changing pattern. For example, genes in cluster 1 are defined as genes whose expression gradually increases with leaf development, F3 > F2 > F1 (gene expression). F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

**Figure 6:**
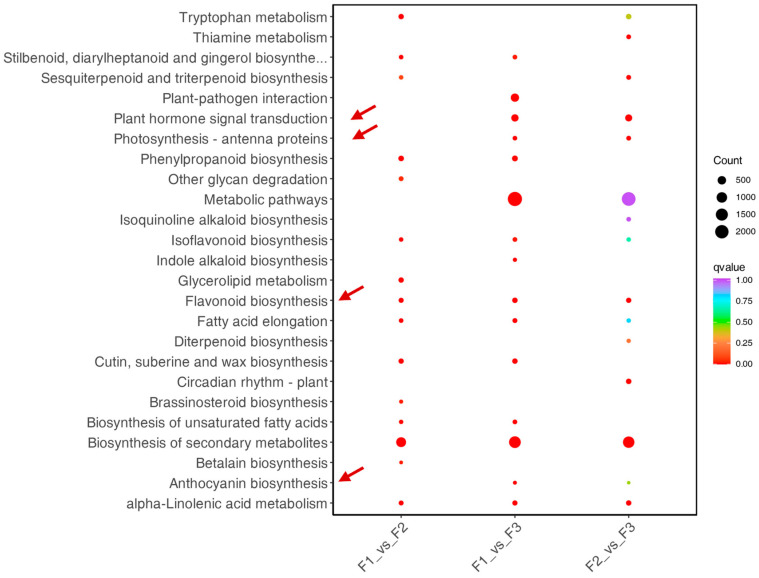
KEGG analysis of leaf transcriptome data from the three stages. F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

**Figure 7:**
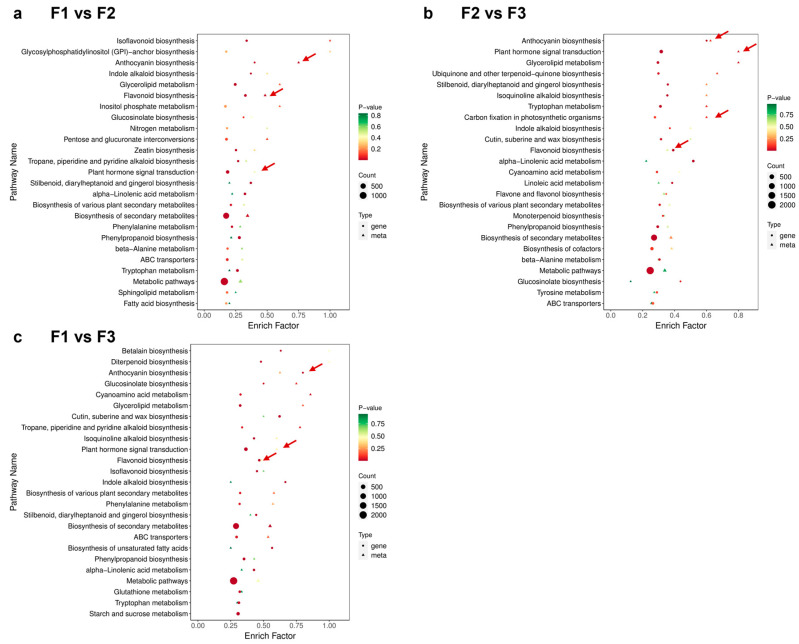
Joint analysis of differential metabolites and differential genes. F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

**Figure 8:**
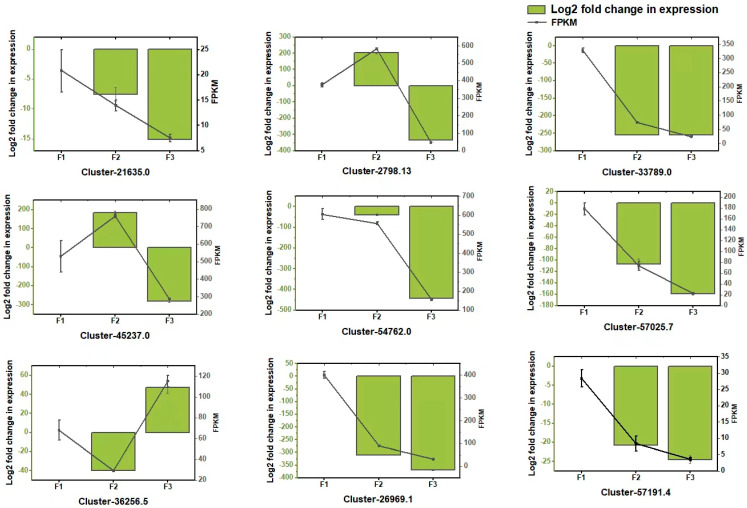
qRT-PCR validation of differentially expressed genes. Values are presented as means ± standard deviation of three independent measurements.

**Table 1:** Chemical composition analysis of leaves of *D. cercidifolius* var. *longipes* at different development stages. Different letters represent significant differences among the different development stages. (*p* < 0.05).

Different Development Stages	F1	F2	F3
Free amino acids (FW mg/g)	2.32 ± 0.03 a	0.82 ± 0.00 b	0.36 ± 0.01 c
Soluble protein content (FW mg/g)	4.65 ± 0.19 a	2.03 ± 0.05 b	1.45 ± 0.04 c
Soluble sugar content (FW mg/g)	56.70 ± 2.36 a	43.58 ± 1.02 c	40.40 ± 1.92 b
Total flavonoids content (FW mg/g)	21.34 ± 0.99 b	18.17 ± 0.58 c	23.21 ± 0.52 a
Total phenols content (FW mg/g)	14.52 ± 0.14 a	11.04 ± 0.48 b	13.86 ± 0.41 a
Total alkaloids content (FW mg/g)	14.01 ± 0.55 b	18.97 ± 0.90 a	10.70 ± 0.33 c
Total triterpenoids content (DW mg/g)	55.46 ± 2.13 a	62.19 ± 3.08 b	55.20 ± 1.29 a

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author upon reasonable request. The RNA-seq data have been uploaded to the Gene Expression Omnibus database (GEO) with the accession number GSE254419. Metabolomic data have been deposited in MetaboLights with the accession number MTBLS9466.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/metabo14120654/s1. Table S1: primers for qRT-PCR; Table S2: Significant common differential metabolites at three developmental stages; Figure S1: Correlation analysis between leaf samples at three stages; Figure S2: PLS-DA analysis of leaves at different development stages; Figure S3: Trends of differential gene expression within the comparison groups; Figure S4: Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of leaf transcriptome at three developmental stages. (a) F1 and F2 leaves; (b) F1 and F3 leaves; and (c) F2 and F3 leaves. F1, young leaves (leaves unfolded, but the internal structure is not fully mature); F2, near-mature leaves (the leaf area just reaches the maximum after leaf unfolding, and the internal structure of leaves tends to be mature); and F3, mature leaves (leaves are fully mature).

How the deposited data were processed for this re-analysis (not part of the article)

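Leaves of Disanthus cercidifolius var. longipes at the stages F1, F2 and F3 were sequenced as mRNA with 3 libraries per stage. The stages were taken from the sample labels. The labels name kits other than those in the paper and name the mouse genome builds GRCm38 and mm10, which are of another species. The table names its entries as clusters, and they were taken here as clusters of transcripts. No genome was used here. The assembler, aligner and counting tool are not given in the sources used here.

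The authors deposited one table of transcript clusters. The authors made fragment counts per cluster and library from the reads, and the table gives them as raw whole numbers. The authors also deposited FPKM per cluster and library, the counts scaled for transcript length and library size. The deposited log2 fold change of each comparison was computed by the authors with DESeq2, later stage over earlier stage, and was used here only as an alternative. The deposited p-value and adjusted p-value columns come from the same DESeq2 run by the authors and were used in the same way. Annotation columns give matches to Swiss-Prot, NR, KEGG and transcription factor families: of 24385 clusters, 14669 have a Swiss-Prot, 19132 an NR, 14768 a KEGG and 7168 a KEGG pathway entry. The NR matches name 254 genera, and 0 clusters match a genus of the list of non-plant genera written for this purpose. Every cluster of the table is called in at least 1 of the authors' comparisons.

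Fragment depth implied by counts and FPKM was 18.0 M to 26.8 M per library. At this depth and with 3 libraries per stage, a test on simulated data from F1 and F2 recovered 26 of 100 genes changed 2.5-fold and 50 of 100 changed 4-fold at the thresholds used, with 4 false calls among 24185 unchanged genes. In that simulation the other 24185 genes were unchanged, while 9955 clusters are called from F1 to F2. More changes make the adjusted threshold easier to pass, so these shares do not measure what the real comparisons recover. Changes of these sizes that were not called can exist.

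Counts were fitted with edgeR 4.0.16 (quasi-likelihood, TMM over all clusters, 1 model of all libraries with stage as the factor) in R 4.3.3. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of 2 or more. No cluster was filtered out. Principal components were taken from centred log2(FPKM + 1). Profiles were grouped by k-means (6 groups, 25 starts, seed 1). Gene lists were tested with camera of limma 3.58.1 on the edgeR fit's counts (preset correlation 0.01), with adjusted p over the lists. For such input edgeR turns the counts into z-scores, not log counts. The limma alternatives of the list tests ran camera on log2(FPKM + 1) and log2(FPKM + 0.1).

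Lists were fixed in number (40) from KEGG pathways, KEGG orthologs and name patterns; those described are photosynthesis, antenna proteins, carbon fixation, Calvin cycle enzymes, carbon metabolism, flavonoid biosynthesis, anthocyanin biosynthesis, flavone and flavonol biosynthesis, plant hormone signal transduction, auxin signalling, ethylene signalling, phenylpropanoid entry, early flavonoid steps, late anthocyanin and proanthocyanidin steps, cutin, suberine and wax biosynthesis, trichome and epidermis markers, ribosome, circadian rhythm, cell division markers, xylem and secondary wall markers, guard cell markers and senescence markers. Genes named in the text are the 10 largest called changes of each comparison with a named match, a mean of at least 10 FPKM in a stage and no overlap between libraries of the 2 stages, up to 4 of the most abundant members of each described list, and each cluster that the paper or its Table S1 names. Folds against a stage at 0 counts use a floor of 3 counts per library.

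Alternatives were DESeq2 1.42.0, RLE scaling, limma on log2(FPKM + 1) and log2(FPKM + 0.1), clusters with a mean of at least 1 FPKM in a stage (21542), the 2 stages of a comparison alone, the replicate number as a block, no fold threshold, each library left out in turn, the authors' deposited calls, camera with an estimated correlation, and Fisher's exact test of called members up against down. Library sizes implied by FPKM and the summing of clusters that share a number were added after the table had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 did the remaining steps. Metabolite measurements and qRT-PCR values were not used here, apart from the comparison with the paper's figures and the tallies of the paper's Table S2.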

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

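None of the lists in this part was chosen after the result was seen, apart from the evening clock genes. Genes of cutin, suberine and wax biosynthesis and of trichome and epidermis markers were marked for a closer look because a signal appears in gene groups that the paper does not discuss.

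Cuticle genes fell through leaf development. Of 88 members of cutin, suberine and wax biosynthesis, 6 rose and 65 fell from F1 to F2 (median log2 fold change -2.51, adjusted p = 1.45e-28, limma's camera; 0.00816 with an estimated correlation), and 11 rose and 68 fell from F1 to F3 (median -6.85, or -5.13 with genes at 0 counts at their bound, adjusted p = 8.85e-22; 0.0119). From F2 to F3, 8 rose and 43 fell (median -1.67, -1.04 at bounds, adjusted p = 0.000132; 0.0974). With clusters of one number summed, an alternative chosen after the data were seen, the medians were -2.66, -5.89 and -0.76, so the fall from F2 to F3 is smaller. Summed FPKM was 2522 ± 32.5, 778 ± 7.60 and 297 ± 10.4 at F1, F2 and F3 (SD, n = 3), lower in each later library than in each earlier one. CER1 (Cluster-48206.4), which makes the alkanes of wax, went from 273 ± 3.64 to 0.920 ± 0.111 and 0.147 ± 0.168 FPKM (log2 fold change -8.18 ± 0.29 from F1 to F2, adjusted p = 9.89e-08, edgeR's quasi-likelihood test). CER3 (Cluster-58632.0), its partner, was at 179.6 ± 11.1, 85.0 ± 3.24 and 13.5 ± 0.963 (-3.85 ± 0.08 from F1 to F3, adjusted p = 1.09e-09). MAH1, which hydroxylates alkanes, was at 190.1 ± 4.30, 81.0 ± 0.866 and 1.73 ± 0.167 in Cluster-33610.11 (-6.83 ± 0.12, adjusted p = 3.66e-10), while the match Cluster-31320.4 was at 155 ± 22.2, 75.2 ± 7.25 and 124 ± 8.69 (-1.06 ± 0.10 from F1 to F2, adjusted p = 3.15e-05, and -0.53 ± 0.10 from F1 to F3, under the fold threshold, adjusted p = 0.00106).

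Markers of trichomes and epidermis fell as well. Of 83, 11 rose and 35 fell from F1 to F2 (12 and 36 with p-values adjusted over the list alone; median -0.88, adjusted p = 1.96e-07; 0.00896 with an estimated correlation), 15 rose and 56 fell from F1 to F3 (-2.62, -2.42 at bounds, adjusted p = 2.41e-11; 0.00937) and 13 rose and 44 fell from F2 to F3 (13 and 45 with p-values adjusted over the list alone; -1.96, -1.71 at bounds, adjusted p = 3.02e-06; 0.0424). Summed FPKM was 2768 ± 3.20, 1059 ± 15.9 and 431 ± 15.4, lower in each later library than in each earlier one. The 4 most abundant are ketoacyl-CoA synthases, which lengthen the fatty acids of wax: KCS19 (Cluster-36072.0) at 451 ± 8.61, 131 ± 4.34 and 3.40 ± 0.565 (-7.18 ± 0.10 from F1 to F3, adjusted p = 1.84e-10), KCS6 at 435 ± 11.1, 32.4 ± 2.60 and 0.377 ± 0.0839 in Cluster-40181.2 (-10.28 ± 0.13, adjusted p = 1.29e-10) and 335 ± 11.1, 201 ± 6.20 and 28.3 ± 2.50 in Cluster-23854.0 (-3.69 ± 0.09, adjusted p = 1.88e-09), and KCS10 (Cluster-29098.2) at 329 ± 4.73, 168 ± 3.54 and 6.82 ± 0.561 (-5.72 ± 0.07, adjusted p = 1.21e-10). So this list overlaps in function with the cuticle list, although they share no cluster. The directions were the same under TMM, RLE, library sizes implied by FPKM and DESeq2. Members of other marker lists also changed. Of 41 xylem markers 24, 31 and 27 fell and 5, 6 and 5 rose from F1 to F2, F1 to F3 and F2 to F3. Of 123 cell division markers 55, 63 and 39 fell and 14, 18 and 28 rose. Cell division did not pass the test from F1 to F3 (limma's camera, adjusted p = 0.0577) or from F2 to F3 (direction up, 0.921). An estimated correlation ends its call from F1 to F2 (0.0757) and the xylem calls (0.235, 0.184 and 0.281). Clock genes that peak in the evening rose in 5, 20 and 18 of 21 clusters and fell in 0, 1 and 1. A lower share of young epidermis and a lower activity per cell were not tested against each other.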

How the results depend on the processing

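Library sizes implied by FPKM, the summing of clusters that share a number and the other splits of the libraries were chosen only after the results were seen. Of 88 results with a test or a count, 1097 values under the alternatives kept the direction and the side of the threshold, 28 counts or shares moved, 41 tests became stronger, 44 weaker and 37 reversed. Each reversal of a list lies between values past the threshold in neither fit, apart from anthocyanin biosynthesis from F2 to F3 with Fisher's exact test. Of 329 results of 111 named genes, 4789 values kept both, 47 gained and 55 lost the call, and 42 reversed without a call in either. In 4 more results both stages are at or under the floor. For the changes below, the cause was not tested. Depth was not varied. At the depth held, a test on simulated data recovered 50 of 100 genes changed 4-fold. The other 24185 genes were unchanged there, unlike in the real comparisons, so that share does not carry over to them. Every scaling and list test rests on a table of called clusters alone.

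Counts of called genes moved with limma on log2(FPKM + 1): 2426 up and 5928 in all from F1 to F2, 4672 down and 10201 in all from F2 to F3, and 1385 in common. The authors' deposited calls have 2138 in common, and 6916 are in common without a fold threshold. Totals of calls with the replicate number as a block were 8981, 16400 and 15143. No clear pairing by number was seen: deviations from the stage mean correlated by -0.02 to 0.031 between libraries of one number and by -0.034 to 0.028 between others. Such correlations over all clusters can miss a pairing. Which tree gave which library is not known, so pairing stays open. In each comparison the 6 libraries allow 10 splits into groups of 3, too few for a share under 0.05. The real split called 9933, 16982 and 15492 genes with edgeR on the 2 stages and was the 1 split of 10 with that many. The highest of the others called 0 with edgeR (231, 114 and 134 at an unadjusted p under 0.05) and 0 with limma. Every other split mixes the stages, and each cluster was selected by the authors for a difference between stages. Stage differences then count as spread within both groups, so few calls were fixed in advance. The splits therefore decide nothing about chance.

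Component 1 held 58.1% with clusters scaled to unit variance and 72.5% without log, and 64.1% (without F3 replicate 3) to 73.4% (without F2 replicate 3) with libraries left out. Component 2 held 20.6% (without F2 replicate 3) to 29.4% (without F3 replicate 1). A share counts as moved here when it changes by more than the SD of its leave-one-out values. Values with 1 library left out were 73.0, 73.2 and 73.4 without an F2 library and 64.3, 64.3 and 64.1 without an F3 library for component 1, and 20.9, 20.7, 20.6, 29.4, 29.1 and 29.3 for component 2. The ratio of the smallest distance between stages to the largest within one was 2.61 without log, and 14.5 (without F1 replicate 1) to 48.11 (without F1 replicate 2). Clusters lowest at F2 were 1452 without log and 5607 by the stage of the lowest mean. Clusters falling from F1 to F3 were 5776 by that direct rule. Clusters in groups highest at F2 were 3502 (without replicate 2), 4012 (without replicate 3) and 6569 (without replicate 1).

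List tests are adjusted p-values, first of limma's camera with a preset correlation, then their range over the alternatives, then those that changed side or direction, with the lowest and highest of the values with 1 library left out where any of these changed. Estimated correlation stands for camera with a correlation estimated from the data, Fisher for the exact test of up against down, block for the replicate number in the model, limma + 1 and limma + 0.1 for limma on log2(FPKM + 1) and log2(FPKM + 0.1), and FPKM filter for clusters with a mean of at least 1 FPKM. Photosynthesis: F1 to F2 1.3e-06, range 2.24e-07 to 0.176, changed at 0.176 (estimated correlation), 0.0569 (Fisher). F1 to F3 0.0881, range 0.0108 to 0.416, changed at 0.0392 (block), 0.026 (limma + 1), 0.0312 (limma + 0.1), 0.0108 (Fisher), 0.0173 (summed numbers), 0.0301 (without F1 replicate 2) to 0.129 (without F3 replicate 2). F2 to F3 1.57e-08, range 1.91e-09 to 0.062, changed at 0.062 (estimated correlation). Antenna proteins: F1 to F2 3.37e-11, range 7.39e-15 to 0.146, changed at 0.146 (estimated correlation), 0.0585 (Fisher). Carbon fixation: F2 to F3 0.059, range 0.00604 to 0.281, changed at 0.0472 (FPKM filter), 0.0459 (block), 0.00604 (Fisher), 0.0267 (summed numbers). Calvin cycle enzymes: F1 to F2 0.0559, range 0.0186 to 0.235, changed at 0.0204 (block), 0.0186 (limma + 1), 0.0209 (limma + 0.1), 0.0338 (without F1 replicate 2) to 0.0811 (without F2 replicate 3). F2 to F3 0.0104, range 0.00604 to 0.194, changed at 0.194 (estimated correlation). Carbon metabolism: F1 to F3 0.966, range 0.516 to 0.994, changed at 0.992 (RLE, reversed). Flavonoid biosynthesis: F1 to F2 0.00969, range 0.00272 to 0.235, changed at 0.148 (block), 0.121 (limma + 1), 0.14 (limma + 0.1), 0.235 (estimated correlation), 0.138 (Fisher). F1 to F3 5.25e-05, range 3.85e-08 to 0.179, changed at 0.143 (block), 0.098 (limma + 1), 0.0957 (limma + 0.1), 0.179 (estimated correlation), 0.0694 (Fisher). F2 to F3 0.00532, range 7.54e-06 to 0.436, changed at 0.327 (block), 0.287 (limma + 1), 0.249 (limma + 0.1), 0.255 (estimated correlation), 0.436 (Fisher). Anthocyanin biosynthesis: F1 to F2 0.116, range 0.0304 to 0.235, changed at 0.0304 (without F2 replicate 1) to 0.195 (without F1 replicate 1). F1 to F3 0.321, range 0.0452 to 0.988, changed at 0.78 (limma + 1, reversed), 0.876 (limma + 0.1, reversed), 0.837 (Fisher, reversed), 0.0452 (summed numbers). F2 to F3 0.0271, range 0.00128 to 0.829, changed at 0.729 (block), 0.687 (limma + 1), 0.715 (limma + 0.1), 0.16 (estimated correlation), 0.829 (Fisher, reversed), 0.016 (without F2 replicate 1) to 0.0692 (without F2 replicate 3). Flavone and flavonol biosynthesis: F1 to F2 0.0559, range 0.0435 to 0.378, changed at 0.0464 (RLE), 0.0435 (FPKM sizes). Plant hormone signal transduction: F1 to F2 0.309, range 8.65e-06 to 0.494, changed at 8.65e-06 (Fisher). F1 to F3 0.178, range 0.000285 to 0.376, changed at 0.000285 (Fisher). Auxin signalling: F1 to F2 0.534, range 0.00795 to 0.795, changed at 0.00795 (Fisher). F1 to F3 0.00492, range 0.00111 to 0.236, changed at 0.236 (estimated correlation). F2 to F3 0.00254, range 0.00175 to 0.189, changed at 0.189 (estimated correlation). Ethylene signalling: F1 to F3 0.00236, range 0.00218 to 0.122, changed at 0.122 (estimated correlation). F2 to F3 0.000461, range 0.000305 to 0.0639, changed at 0.0639 (estimated correlation). Phenylpropanoid entry: F1 to F2 0.534, range 0.353 to 0.828, changed at 0.716 (summed numbers, reversed). F1 to F3 0.522, range 0.0182 to 0.985, changed at 0.902 (block, reversed), 0.918 (limma + 0.1, reversed), 0.767 (Fisher, reversed), 0.0182 (summed numbers). F2 to F3 0.218, range 0.0116 to 0.988, changed at 0.922 (block, reversed), 0.0116 (summed numbers). Early flavonoid steps: F1 to F2 0.725, range 0.632 to 0.835, changed at 0.732 (block, reversed), 0.734 (limma + 1, reversed), 0.753 (limma + 0.1, reversed), 0.716 (summed numbers, reversed). F1 to F3 0.223, range 0.0337 to 0.917, changed at 0.752 (block, reversed), 0.833 (limma + 1, reversed), 0.917 (limma + 0.1, reversed), 0.759 (Fisher, reversed), 0.0441 (summed numbers), 0.0337 (without F1 replicate 2) to 0.346 (without F3 replicate 1). F2 to F3 0.337, range 0.00814 to 0.945, changed at 0.857 (block, reversed), 0.88 (limma + 1, reversed), 0.945 (limma + 0.1, reversed), 0.628 (Fisher, reversed), 0.00814 (summed numbers). Late anthocyanin and proanthocyanidin steps: F1 to F2 0.65, range 0.366 to 1.0, changed at 0.978 (summed numbers, reversed). F1 to F3 0.8, range 0.437 to 1.0, changed at 0.938 (RLE, reversed), 0.784 (block, reversed), 0.978 (limma + 1, reversed), 0.917 (limma + 0.1, reversed), 1.0 (Fisher, reversed). F2 to F3 0.808, range 0.602 to 1.0, changed at 0.764 (RLE, reversed), 0.825 (block, reversed), 0.882 (limma + 1, reversed), 0.937 (limma + 0.1, reversed), 1.0 (Fisher, reversed). Cutin, suberine and wax biosynthesis: F2 to F3 0.000132, range 4.74e-05 to 0.0974, changed at 0.0974 (estimated correlation). Ribosome: F1 to F2 2.35e-07, range 8.33e-12 to 0.235, changed at 0.235 (estimated correlation). F2 to F3 3.67e-07, range 3.02e-10 to 0.281, changed at 0.281 (estimated correlation). Circadian rhythm: F1 to F3 0.0875, range 0.00151 to 0.339, changed at 0.0401 (limma + 1), 0.00151 (Fisher), 0.0454 (without F1 replicate 1) to 0.12 (without F3 replicate 3). F2 to F3 0.144, range 0.00631 to 0.283, changed at 0.00631 (Fisher). Cell division markers: F1 to F2 0.000175, range 1.9e-07 to 0.0757, changed at 0.0757 (estimated correlation). F1 to F3 0.0577, range 3.7e-06 to 0.184, changed at 0.0448 (FPKM filter), 0.00593 (block), 0.00316 (limma + 1), 0.00449 (limma + 0.1), 3.7e-06 (Fisher), 0.0269 (summed numbers). F2 to F3 0.921, range 0.785 to 0.996, changed at 0.857 (block, reversed), 0.939 (limma + 1, reversed), 0.945 (limma + 0.1, reversed), 0.785 (Fisher, reversed). Xylem and secondary wall markers: F1 to F2 0.00205, range 2.5e-05 to 0.235, changed at 0.235 (estimated correlation). F1 to F3 2.05e-05, range 3.18e-06 to 0.184, changed at 0.184 (estimated correlation). F2 to F3 0.00186, range 0.000812 to 0.281, changed at 0.281 (estimated correlation). Guard cell markers: F1 to F3 0.0249, range 0.00994 to 0.303, changed at 0.303 (estimated correlation), 0.0585 (Fisher), 0.00994 (without F3 replicate 3) to 0.0578 (without F1 replicate 2). F2 to F3 0.0338, range 0.0161 to 0.283, changed at 0.056 (block), 0.0522 (limma + 0.1), 0.283 (estimated correlation), 0.175 (Fisher). Senescence markers: F1 to F3 0.0673, range 0.0272 to 0.358, changed at 0.0272 (FPKM sizes), 0.0441 (summed numbers), 0.0435 (without F3 replicate 2) to 0.108 (without F3 replicate 3).
Further values with 1 library left out that changed side are photosynthesis, F1 to F3 0.0452 (without F1 replicate 3), Calvin cycle enzymes, F1 to F2 0.0438 (without F1 replicate 3).

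Named genes that reversed are given as log2 fold changes, first of edgeR and then of the alternatives. Cluster-19820.0 from F2 to F3 at -0.143: 0.033 (RLE), 0.020 (FPKM sizes), 0.033 (DESeq2), 0.023 (limma + 1), 0.024 (limma + 0.1), 0.004 (2 stages). Cluster-33434.5 from F2 to F3 at -0.119: 0.060 (RLE), 0.047 (FPKM sizes), 0.060 (DESeq2), 0.047 (limma + 1), 0.047 (limma + 0.1), 0.031 (2 stages). Cluster-34162.0 from F2 to F3 at -0.013: 0.164 (RLE), 0.152 (FPKM sizes), 0.165 (DESeq2), 0.154 (limma + 1), 0.155 (limma + 0.1), 0.136 (2 stages). Cluster-34557.0 from F1 to F2 at 0.031: -0.140 (RLE), -0.014 (FPKM sizes), -0.142 (DESeq2), -0.009 (limma + 1), -0.010 (limma + 0.1), -0.019 (2 stages). Cluster-40794.0 from F1 to F2 at 0.108: -0.064 (RLE), -0.065 (DESeq2). Cluster-43177.0 from F1 to F2 at 0.165: -0.013 (RLE), -0.013 (DESeq2). Cluster-44332.9 from F1 to F3 at 0.013: -0.034 (FPKM filter), -0.097 (authors' deposited fold change), -0.085 (without F3 replicate 3) to 0.042 (without F1 replicate 1). Cluster-47164.5 from F1 to F2 at 0.120: -0.048 (RLE), -0.048 (DESeq2). Cluster-53492.3 from F1 to F2 at -0.011: 0.005 (authors' deposited fold change), -0.029 (without F1 replicate 1) to 0.009 (without F1 replicate 2). Cluster-53916.0 from F1 to F3 at 0.067: -0.045 (authors' deposited fold change), -0.050 (without F3 replicate 1) to 0.153 (without F1 replicate 2). Cluster-40089.0 from F1 to F2 at -0.048: -0.099 (without F1 replicate 1) to 0.033 (without F1 replicate 2).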

Differences from the paper's values

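The alternatives named here were set in advance. A value differs when it and the paper's are more than 1.5 times apart, or, for a qRT-PCR bar, further apart than the larger of the SD and the error of reading the figure.

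Component 1 of the principal component analysis holds 68.5% of the variance here, and about 36% in Fig. 5a of the paper, read by eye. It stays away from the paper's value under each alternative. The share was 58.1% with clusters scaled to unit variance, 72.5% without log and 68.9% for clusters with a mean of at least 1 FPKM. It was 64.1% to 73.4% with 1 library left out. Every alternative uses only clusters that the authors called for a difference between stages, so none can restore the clusters that were not called. The paper does not state which genes its components were taken from. Whether this selection explains the difference was therefore not tested.

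Genes common to the 3 comparisons are 3373 here and 2138 in the paper. The authors' deposited calls give 2138, and the values lie within 1.5 times the paper's with the 2 stages of a comparison alone (2973), with the replicate number as a block (2825) and with 1 library left out (2926 and above), apart from leaving out F3 replicate 1 (3287). They do not with RLE scaling (3372), DESeq2 (3553), limma on log2(FPKM + 1) (1385) or log2(FPKM + 0.1) (3412), clusters with a mean of at least 1 FPKM (3485) or no fold threshold (6916). The sets tested differ as well: the deposited values hold an adjusted p for 20452, 22442 and 22406 of 24385 clusters from F1 to F2, F1 to F3 and F2 to F3. A cluster without one cannot be common there, and the share of the difference that this makes was not counted.

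Genes that fell from F2 to F3 are 8739 here and 3638 in the paper's text. Only limma on log2(FPKM + 1) gives a value within 1.5 times of it (4672), with 10201 calls in all. The others do not: the authors' deposited calls (8485), DESeq2 (7780), RLE scaling (7672), limma on log2(FPKM + 0.1) (7813), clusters with a mean of at least 1 FPKM (8296), no fold threshold (10058), the replicate number as a block (8367), the 2 stages alone (7538) and 1 library left out (8087 to 8476). The paper's text gives 8306 up for this comparison and 8485 down and 7193 up for F1 to F3. The deposited calls have 7193 up and 8485 down from F2 to F3, and 8306 up and 8638 down from F1 to F3. The text's pairs thus match the deposited calls with the 2 comparisons exchanged, apart from 3638 in place of 8638. The deposited totals, 15678 and 16944, are those that the paper gives for F2 to F3 and F1 to F3. The printed 3638 is therefore not a count that the processing explains, and limma's 4672 does not account for it.

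The qRT-PCR bar of Cluster-33789.0 at F3 is about -260 in Fig. 8 of the paper, read by eye, and the difference of mean FPKM from F1 is -302.98 here. The axis of that figure is named as a log2 fold change. Its bars lie near differences of FPKM from F1: of 18 bars, 18 have the sign of that difference, 18 lie within 1.5 times of it and 1 lies beyond the larger of the errors, with a reading error of 2% of the axis.

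Directions differ in part. The paper gives the lowest expression of photosynthesis and C fixation genes at F2 and a decrease of C metabolism and C fixation genes at that stage. Here the summed FPKM of photosynthesis and antenna genes, not tested, is highest at F2 and lowest at F3. Of single clusters, 17 of 63 and 13 of 42 rose and 4 and 2 fell from F1 to F2, list calls that an estimated correlation ends (0.176 and 0.146), and photosynthesis missed the test from F1 to F3 (0.0881). Carbon fixation genes have 18 up and 13 down from F1 to F2 (12 and 16 under RLE) and 13 up and 42 down from F2 to F3. Carbon metabolism genes have 80 up and 44 down (57 and 50 under RLE) and then 89 up and 134 down, and neither list passed camera's test at the preset correlation. The paper gives higher expression of anthocyanin and flavonoid genes at F2. Here flavonoid genes have 23 up and 33 down from F1 to F2 (adjusted p = 0.00969, or 0.235 with an estimated correlation). Anthocyanin genes have 1 up and 7 down without passing the test (0.116), while their summed FPKM goes the paper's way, from 258 to 317. The paper gives lower expression of anthocyanin genes at F3 than at F2, and the split here goes the same way, with 4 up and 7 down, while camera's direction was up (0.0271, or 0.16 with an estimated correlation). These splits were found with the thresholds that the paper names. The clusters of Table S1 are other clusters than those the text names for qRT-PCR, and the reference gene carries 2 different cluster numbers in the text and in Table S1.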

Other observations

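The tests of explanations in this part and the sets of evening and dawn clock genes were chosen only after the results were seen, while the other gene lists were not.

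Ribosomal protein genes, which build the translation machinery, were lowest at F2: of 239, 27 rose and 96 fell from F1 to F2 (32 and 97 with p-values adjusted over the list alone; median log2 fold change -0.88, mean -0.15, adjusted p = 2.35e-07, limma's camera; 0.235 with an estimated correlation) and 118 rose and 47 fell from F2 to F3 (118 and 48 with p-values adjusted over the list alone; median 1.08, mean 0.06, adjusted p = 3.67e-07; 0.281), with 53 and 49 from F1 to F3 (53 and 48 with p-values adjusted over the list alone; median 0.16, 0.13 at bounds, mean -0.09, camera direction up, adjusted p = 0.309). The 60S protein L10 (Cluster-55043.0) was at 456 ± 16.1, 204 ± 7.42 and 646 ± 15.6 FPKM at F1, F2 and F3 (SD, n = 3; -1.11 ± 0.07 and 1.50 ± 0.07 from F1 to F2 and F2 to F3, adjusted p = 1.66e-06 and 9.97e-08, edgeR's quasi-likelihood test), and 40S protein S16 (Cluster-53916.0) at 357 ± 27.2, 161 ± 10.2 and 405 ± 21.9 (-1.09 ± 0.09 and 1.161 ± 0.091, adjusted p = 1.47e-05 and 4.71e-06). Chloroplast protein L28 (Cluster-55293.0) was at 504 ± 52.0, 201 ± 8.79 and 314 ± 5.71 (-1.26 ± 0.10 and 0.47 ± 0.10, adjusted p = 8.96e-06 and 0.00201), and P1 (Cluster-53547.0) at 306 ± 5.00, 179 ± 3.91 and 522 ± 28.7 (-0.72 ± 0.06 and 1.38 ± 0.06, adjusted p = 1.99e-05 and 1.39e-07). Summed FPKM was 15285 ± 985, 7785 ± 92.5 and 19576 ± 487.1, lower in each F2 library than in any other.

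Cell division markers, histones and cyclins, gave 14 up and 55 down of 123 from F1 to F2 (median -0.98, adjusted p = 0.000175, limma's camera; 0.0757 with an estimated correlation), 18 and 63 from F1 to F3 (-1.32, adjusted p = 0.0577) and 28 and 39 from F2 to F3 (27 and 38 with p-values adjusted over the list alone; -0.64, -0.55 at bounds, camera direction up, adjusted p = 0.921). Histone H4 (Cluster-40131.0), which packs new DNA, was at 155 ± 13.8, 50.5 ± 3.50 and 60.8 ± 1.14 FPKM (-1.57 ± 0.10 from F1 to F2, adjusted p = 2.49e-06, edgeR's quasi-likelihood test), while histone H1 matches differed: Cluster-32111.0 was at 603 ± 51.8, 792 ± 24.8 and 216 ± 4.39 (-2.03 ± 0.08 from F2 to F3, adjusted p = 7.37e-08) and Cluster-55695.1 at 41.1 ± 6.17, 25.6 ± 4.21 and 265 ± 17.5 (3.20 ± 0.16, adjusted p = 2.46e-07). Xylem and secondary wall markers gave 5 and 24 of 41, 6 and 31, and 5 and 27 from F1 to F2, F1 to F3 and F2 to F3 (medians -1.50, -4.54 and -2.45, the last 2 at bounds -4.12 and -1.96; adjusted p = 0.00205, 2.05e-05 and 0.00186; 0.235, 0.184 and 0.281 with an estimated correlation), with the protease XCP1 (Cluster-54605.0) at 41.9 ± 3.82, 12.7 ± 0.554 and 7.08 ± 0.490 and laccase-3 (Cluster-31887.0), against the list, at 2.56 ± 0.238, 58.2 ± 2.18 and 11.2 ± 1.60 FPKM. Guard cell markers gave 0 and 2 of 9, 1 and 8, and 1 and 7 (medians -0.60, -2.26 and -1.65; adjusted p = 0.403, 0.0249 and 0.0338; 0.303 and 0.283 with an estimated correlation for the last 2, and 0.0578 from F1 to F3 without F1 replicate 2), with FAMA (Cluster-43263.0), which sets guard cell fate, at 9.97 ± 0.737, 6.39 ± 0.465 and 0.173 ± 0.146 FPKM. Senescence markers gave 5 and 3 of 22 (6 and 3 with p-values adjusted over the list alone), 11 and 5, and 10 and 6 (medians 0.53, 1.12 and 0.95; adjusted p = 0.189, 0.0673 and 0.218; 0.0435 from F1 to F3 without F3 replicate 2), with pheophorbide a oxygenase (Cluster-36604.1), which degrades chlorophyll, at 33.1 ± 1.96, 43.9 ± 1.65 and 93.9 ± 4.04 FPKM (1.38 ± 0.07 from F1 to F3, adjusted p = 1.87e-07). Circadian rhythm genes gave 28 and 21 of 109 (29 and 21 with p-values adjusted over the list alone; 21 and 22 under RLE), 57 and 24, and 52 and 31 (52 and 32 with p-values adjusted over the list alone; medians 0.51, 1.25 and 1.09, the first 0.50 at bounds; adjusted p = 0.482, 0.0875 and 0.144; 0.0454 from F1 to F3 without F1 replicate 1; with clusters of one number summed 13 and 13, 27 and 16 and 28 and 20, medians 0.25, 0.52 and 0.53).

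The 9 clusters of the paper's Table S1 gave 1 up and 4 down from F1 to F2, 6 and 2 from F1 to F3 and 6 and 3 from F2 to F3. Among them, the wall-associated kinase match Cluster-11417.6, a receptor at the cell wall, rose from 19.7 ± 2.32 FPKM at F2 to 589 ± 11.3 at F3 (4.63 ± 0.10, adjusted p = 2.1e-09, edgeR's quasi-likelihood test), GRP1A (Cluster-15371.1), an RNA-binding protein under clock control, from 274 ± 5.77 to 2073 ± 204 (2.76 ± 0.11, adjusted p = 5.32e-08), and PSB27 (Cluster-14801.0), which repairs photosystem II, fell from 273 ± 9.32 to 84.8 ± 4.55 (-1.85 ± 0.05, adjusted p = 4.52e-09). The paper's Table S2 marks 8 anthocyanidins as 0 up and 8 down from F1 to F2, 1 and 6 from F1 to F3 and 5 and 1 from F2 to F3, and 161 flavonoids as 33 and 48, 60 and 69, and 59 and 39 (the paper's values). Its discussion places the highest anthocyanin accumulation at F2. Read as later stage over earlier, the anthocyanidin tallies go the other way at both steps. The contents themselves were not analysed here.

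Antenna protein genes were lower at F3 than at F2. The fall did not depend on the choice among the 4 scalings, with a highest median of -2.58. These scalings differ from each other by far less than that, so this outcome was fixed in advance. An error of scaling that they share was not tested. Reads split between clusters of one number are argued against by the sums, with a median of -2.55. Collection at another hour of the day may contribute: clock genes that peak in the evening (TOC1, APRR5 and GIGANTEA matches) had a median log2 fold change of 3.90 from F2 to F3, with 18 of 21 clusters up and 1 down, and of 5.20 (5.18 at bounds) from F1 to F3, with 20 up and 1 down. No minimum FPKM was set for them; a first choice of at least 1 FPKM in any stage, which 12 of 20 clusters met at F3 alone, gave 4.00 and was dropped after the data were seen. These clusters carry 5 numbers, and 13 of them are under 1 FPKM at both F1 and F2. The other 8 had a median of 3.17 from F2 to F3, with 6 up and 0 down, and the sums of 5 of 5 numbers are higher in each F3 library than in each earlier one. By contrast, 3 LHY clusters, which peak at dawn, had a median of -0.91 from F2 to F3, with 0 up and 1 down, and of -0.88 from F1 to F3, with 1 up and 1 down, and carry 1 number, which summed to 378 ± 17.9, 324 ± 2.62 and 191 ± 4.60 FPKM at F1, F2 and F3 (SD, n = 3). APRR5 (Cluster-43012.5) was at 4.17 ± 1.10, 6.06 ± 0.38 and 164.8 ± 3.04 FPKM. From F1 to F2 the evening genes had 5 up and a median of 0.77; stage, date and hour change together, the paper says that leaves were taken in the morning, and leaf age stays open as well.

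Some clusters were at 0 counts in all libraries of a stage and at 10 FPKM or more in another stage: 483, of which 146 at F1, 66 at F2 and 271 at F3, beside 11 at 0 in 1 library alone and at 10 FPKM or more elsewhere in its stage. Reads split between clusters of one number may explain part, since in 44.7% (216 of 483) another cluster of the number was at 10 FPKM or more in the same stage, against 21.3% to 31.9% in 100 shuffles. That range was set as the lower bound after the share had been seen, and the share is above it but under the larger part that splitting alone would need. Plants of different genotype at each stage would also give such clusters, and the count of 483 leaves this open, since the paper says that leaves came from 3 trees but not whether the same trees gave each stage.

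Ribosomal protein genes were lower at F2 than at F1. This fall did not depend on the choice among the 4 scalings either, with a highest median of -0.88, and an error that they share was not tested. Reads split between clusters are argued against by the median of the sums, -0.85. Hour of collection, tissue mix and growth rate were not tested for this list and stay open, and no biological explanation was tested.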
